# Microglia-Derived Extracellular Vesicles Enhance Oligodendrocyte Maturation by Transcriptionally Regulating Mitochondrial Molecular Pathways

**DOI:** 10.1007/s10571-025-01612-7

**Published:** 2025-10-21

**Authors:** Stefano Raffaele, Marta Lombardi, Davide Marangon, Maria P. Abbracchio, Davide Lecca, Claudia Verderio, Marta Fumagalli

**Keywords:** Microglia, Oligodendrocytes, OPCs, Extracellular vesicles, Mitochondria, Remyelination, Neuroinflammation

## Abstract

Degeneration of myelinating oligodendrocytes and the resulting breakdown of the myelin sheath are key drivers of neurodegeneration and disability across numerous central nervous system pathologies. Thus, a compelling strategy to preserve neuronal function is to promote endogenous myelin repair by oligodendrocyte precursor cells (OPCs). Extracellular vesicles (EVs) secreted by pro-regenerative microglia have been shown to enhance OPC maturation and remyelination across different experimental models. Yet, the mechanisms by which microglia-derived EVs exert their beneficial effects on OPCs are not fully understood. In this study, we performed transcriptomic profiling of primary murine OPCs treated during differentiation with EVs obtained from donor microglia following stimulation with pro-inflammatory cytokines (i-EVs), interleukin-4 (IL4-EVs), or mesenchymal stem cells in the presence of the inflammatory cocktail (MSC-EVs; GEO accession number: GSE304130). Compared to controls, IL4-EVs and MSC-EVs induced robust changes in gene expression, whereas i-EVs elicited far fewer alterations. Using bioinformatic analyses, we identified the molecular pathways significantly modulated by microglial EVs, revealing a large overlap between IL4-EV and MSC-EV targets. Notably, many of these shared pathways centered on mitochondrial function and bioenergetic metabolism. Upstream regulatory network inference further pinpointed candidate transcription factors and kinases that may drive EV-induced transcriptional reprogramming in OPCs. Hence, our findings indicate that rewiring mitochondria-associated pathways is a core mechanism underlying the pro-differentiation effects of microglial EVs on OPCs. Elucidating these intracellular circuits will open new avenues for developing EV-based or mitochondria-targeted remyelinating therapies.

**Graphical abstract:**

**Figure:**
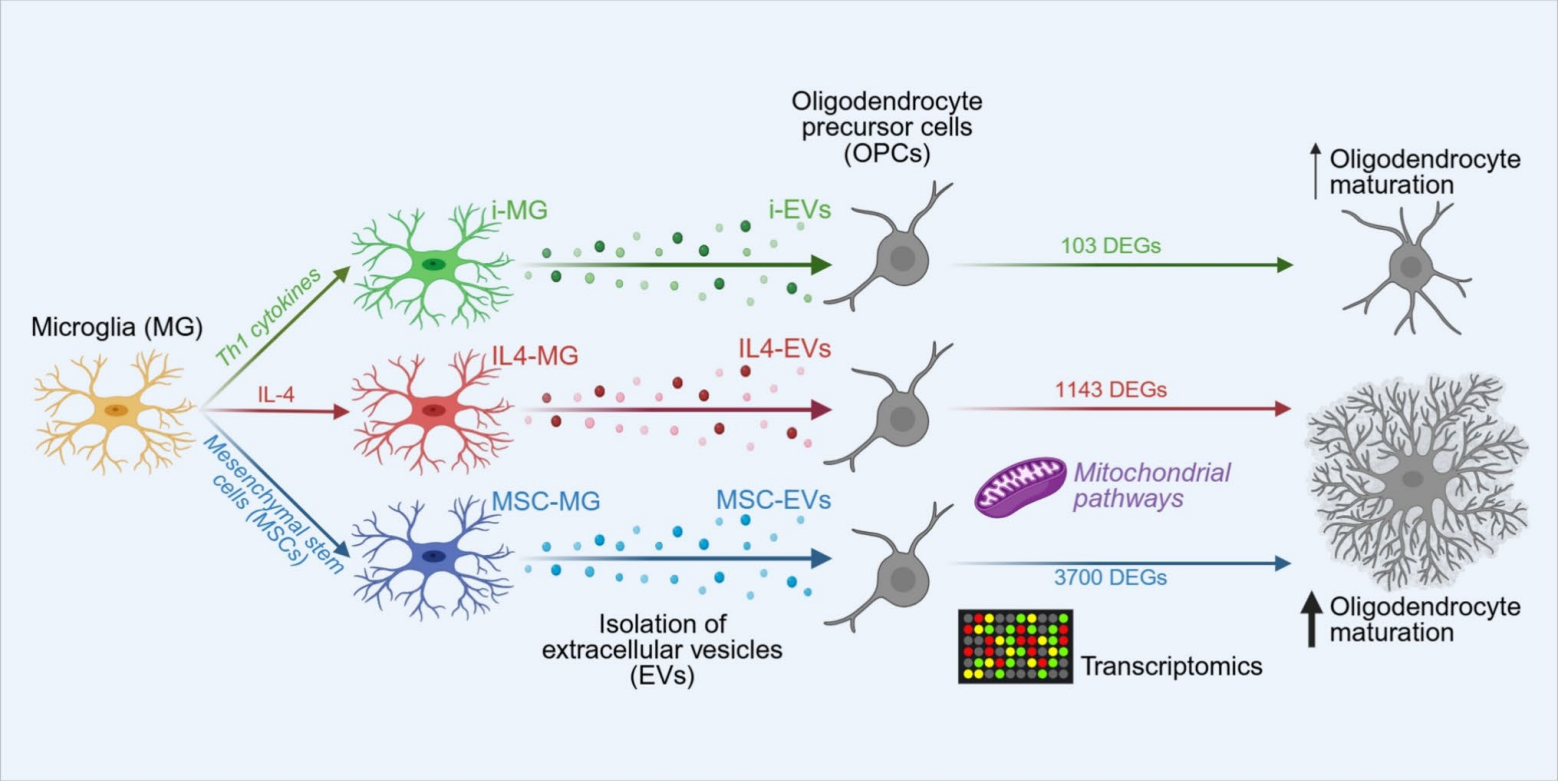
Transcriptional effects of microglia-derived extracellular vesicles on oligodendrocyte maturation. Transcriptomics profiling revealed that extracellular vesicles derived from pro-regenerative microglia (IL4-EVs and MSC-EVs) reprogram oligodendrocyte precursor cells (OPCs) by modulating mitochondrial and bioenergetic pathways, promoting their maturation. In contrast, pro-inflammatory i-EVs induce minimal transcriptional changes and have a limited impact on OPC differentiation

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10571-025-01612-7.

## Introduction

Oligodendrocyte dysfunction and myelin damage have recently been recognized as critical contributors to the pathogenesis of various neurodegenerative diseases. Beyond classic demyelinating disorders like multiple sclerosis, emerging evidence implicates disrupted myelin homeostasis in ischemic stroke, Alzheimer’s disease, Parkinson’s disease, and amyotrophic lateral sclerosis, where white matter integrity is compromised even before symptomatic manifestations and accelerates neuronal loss (Raffaele et al. 2021a; Molina-Gonzalez et al. 2022; Cheng et al. 2024; Festa et al. 2024; Kedia and Simons 2025). Furthermore, extensive literature implicates degeneration of oligodendrocyte precursors cells (OPCs) in diffuse white matter lesions of premature babies, and associated cognitive, behavioral, and social defects (Back 2017). These findings underscore that maintaining oligodendrocyte health and myelin integrity is essential not only for classic demyelinating conditions but also for a broad spectrum of neurological pathologies.

OPCs are the principal drivers of myelin maintenance and repair in both the developing and adult central nervous system (CNS). In response to demyelinating injury, OPCs proliferate, migrate into the lesion site, differentiate into mature oligodendrocytes, and ensheathe denuded axons with new myelin sheaths (Franklin and Ffrench-Constant 2017). Successful remyelination hinges on OPCs’ ability to upregulate energy‐sensitive programs, synthesize myelin proteins and lipids, and coordinate extensive membrane assembly (Rosko et al. 2019; Marangon et al. 2020, 2022). However, in chronic demyelinating diseases such as multiple sclerosis and in preterm babies, OPC differentiation often stalls, despite abundant OPC presence, leading to incomplete or failed remyelination and subsequent axonal degeneration (Molina-Gonzalez et al. 2022). Unraveling the extrinsic and intrinsic cues that govern OPC fate is therefore crucial for developing therapies aimed at boosting remyelination and preserving neuronal integrity.

Microglia, the resident immune cells of the central nervous system, play a pivotal role in shaping the remyelination environment (Raffaele and Fumagalli 2022; Kent and Miron 2023). Under homeostatic conditions, microglia support myelin debris clearance, secrete trophic factors, and maintain myelin integrity. However, upon injury or chronic inflammation, microglia can adopt diverse reactive states that either facilitate or hinder OPC maturation (Lloyd and Miron 2019). A central role in this process is played by the microglial secretome, composed by cytokines, reactive oxygen species, anti‐inflammatory mediators, growth factors, and enzymes that can either trigger oligodendrocyte disruption or promote OPC survival and myelin repair. Thus, the balance between heterogeneous microglial states critically influences whether OPCs can progress toward fully myelinating oligodendrocytes in lesioned tissue.

A peculiar mechanism by which microglia communicate with OPCs and regulate their differentiation is the release of extracellular vesicles (EVs), membrane-bound nanoparticles loaded with lipids, proteins, and nucleic acids whose composition accurately reflects the reactive state of donor cells (Gualerzi et al. 2021; Gabrielli et al. 2022b). Microglial reactive state can be grossly altered by different stimuli in vitro as a tool to study changes in the molecular composition and biological effects of the EVs they release*.* Specifically, we showed that exposure to Th1 cytokines (IL-1β, TNF, and IFNγ) drives a pro-inflammatory microglial state (i-MG), whereas interleukin-4 (IL4) biases microglia toward a more pro-regenerative phenotype (IL4-MG). Moreover, co-culture of microglia with mesenchymal stem cells (MSCs) in the presence of Th1 cytokines further re-establishes regenerative traits while maintaining an inflammatory signature (MSC-MG) (Lombardi et al. 2019). When administered in vivo, EVs isolated from IL4-MG and MSC-MG, but not i-MG, were found to promote OPC maturation and myelin repair in white matter lesions induced by either lysolecithin injection or experimental ischemic stroke (Lombardi et al. 2019; Raffaele et al. 2021b). These results were further confirmed by in vitro experiments, showing that microglia-derived EVs directly enhance the differentiation of primary OPCs and their ability to myelinate neuronal tracts in co-culture (Lombardi et al. 2019, 2024; Raffaele et al. 2021b). Several components of the microglial EV cargo have been shown to contribute to their pro-differentiating effects on recipient OPCs, including cytokines like TNF (Raffaele et al. 2020, 2021b), lipids like endocannabinoids (Lombardi et al. 2019, 2024) and cholesterol (Vanherle et al. 2023), and nucleic acids, such as miRNAs (Li et al. 2022). Nevertheless, despite established effects of microglial EVs on OPC differentiation, the precise transcriptional programs and molecular pathways triggered by distinct microglial EV subsets in target OPCs remain poorly defined. Understanding these responses is crucial, as it may inform the development of EV-based strategies to promote OPC differentiation and remyelination in demyelinating conditions. To fill this gap, here we performed a comprehensive transcriptomic profiling of primary murine OPCs exposed to EVs from pro-inflammatory (i-EVs) or pro-regenerative (IL4-EVs and MSC-EVs) microglia. Moreover, bioinformatic tools have been exploited to investigate the cellular components and molecular pathways significantly modulated by microglial EVs, as well as to predict the upstream transcription factors and kinases involved. In summary, our study revealed that pro-regenerative EVs converge on mitochondrial molecular pathways to drive OPC differentiation, laying a foundation for designing EV-based or mitochondria-targeted strategies aimed at enhancing remyelination in CNS disorders featuring myelin loss.

## Materials and Methods

### Animal Care

All procedures involving animals were conducted in compliance with national (D.L. n.26, 2014) and European (Directive 2010/63/EU) legislation, following ethical approval by the Italian Ministry of Health and the University of Milan Animal Welfare Committee (approval number 868/2016-PR). Experiments adhered to ARRIVE guidelines.

### Primary Microglia Cultures

Primary microglia were isolated from mixed glial cell cultures derived from the brain tissue of C57BL/6 mouse pups at postnatal day 2 (Charles River, Lecco, Italy) and the mixed cultures were maintained for 10 days in medium supplemented with South American fetal bovine serum (Life Technologies, Monza, Italy) that promotes microglia proliferation. Then, microglia were collected by agitation on an orbital shaker (1300 rpm, 40 min) and subsequently re-plated onto poly-l-ornithine-coated tissue culture plates (50 μg/ml, Sigma-Aldrich, Taufkirchen, Germany). Pure microglia cultures (> 98%) were expanded for 48 h and placed in 1% serum medium for 24 h to reduce basal activation. Microglia where then stimulated for 48 h with either a pro-inflammatory cytokine mix, including 20-ng/ml IL-1β (Peprotech, Milan, Italy), 20-ng/ml TNF (Peprotech, Milan, Italy), and 25-ng/ml IFN-ɣ (Sigma-Aldrich, Taufkirchen, Germany), or 20-ng/ml IL4 (R&D, Milan, Italy) to induce pro-inflammatory (i-MG) or pro-regenerative (IL4 MG) phenotypes, respectively (Prada et al. 2018). An additional condition involved microglia co-culture with bone marrow-derived MSCs, obtained from 6- to 8-week-old C57BL/6J mice as described (Zappia et al. 2005; Lombardi et al. 2019, 2024), in a Transwell system (microglia-to-MSCs ratio of 1:1) for 48 h in the presence of pro-inflammatory cytokines as above. All conditions were briefly exposed to ATP to enhance EV secretion. Cell supernatants were collected for EV isolation, whereas donor microglia were harvested for real-time qPCR analysis of phenotypic markers. Time-matched unstimulated microglia cultured in standard medium served as control for qPCR analysis.

### Extracellular Vesicles (EVs) Preparation

Before EV isolation, Transwell supports carrying MSCs and culture medium containing inflammatory cytokines or IL4 were removed, and stimulated microglia were treated with 1-mM ATP (Sigma-Aldrich, Taufkirchen, Germany) for 30 min in KRH buffer (125-mM NaCl, 5-mM KCl, 1.2-mM MgSO4, 1.2-mM KH2PO, 2-mM CaCl2, 6-mM D-glucose, and 25-mM HEPES/NaOH, pH 7.4) to foster EV release (Bianco et al. 2005). Supernatants were centrifuged at 300 × g for 10 min to eliminate detached cells and debris, followed by ultracentrifugation at 100,000 × g for 1 h to collect total EVs, including small and large populations (Gabrielli et al. 2015). All EV quality controls, including analysis of size distribution and concentration by Tunable-Resistive Pulse Sensing, purity by western blotting analysis, and ultrastructure by cryo-EM, are standardized according to the ISEV guidelines (Welsh et al. 2024) and are reported in our previous work (Lombardi et al. 2019; Raffaele et al. 2021b; Gabrielli et al. 2022a). EV pellets were resuspended in OPC culture medium and used immediately after isolation, whereas medium alone without EVs served as control.

### Primary OPC cultures

Primary OPCs were isolated from total brain tissue of P2 C57BL/6 pups (Charles River, Lecco, Italy) using magnetic activated cell sorting (MACS) as described previously (Bonfanti et al. 2020; Raffaele et al. 2021b). Brain tissue was enzymatically dissociated into single-cell suspensions using Papain-based Neural Tissue Dissociation Kit (Miltenyi Biotec, Bologna, Italy). OPCs were sorted via anti-CD140a (PDGFRα) microbeads (Miltenyi Biotec, Bologna, Italy) and plated onto poly-DL-ornithine coated plates in OPC proliferation medium composed of Neurobasal (Life Technologies, Monza, Italy), 2% B27 (Life Technologies, Monza, Italy), 1% L-glutamine (Euroclone, Pero, Italy), 1% penicillin/streptomycin (Euroclone, Pero, Italy), 10 ng/ml PDGF-AA (Sigma-Aldrich, Taufkirchen, Germany), and 10-ng/ml FGF2 (Space Import Export, Milan, Italy). After two days, cells were switched to differentiation medium containing DMEM (Euroclone, Pero, Italy), 1% N-2 supplement (Life Technologies, Monza, Italy), 2% B27, 0.01% BSA (Sigma-Aldrich, Taufkirchen, Germany), 1% L-glutamine, 1% penicillin/streptomycin, and 10 ng/ml T3 (Sigma-Aldrich, Taufkirchen, Germany). After ~ 4 h, cultures were treated with either medium alone (CTRL), i-EVs, IL4-EVs, or MSC-EVs (50 µl/well; recipient OPCs:donor microglia ratio 1:2). Cells were plated in 6-well plates at a density of 300.000 cells/well and collected after 24 h of differentiation (n = 3 independent replicates/group). Cultures consistently showed < 1% astrocyte or microglial contamination.

### RNA Isolation

Donor microglia and recipient OPCs were lysed using TRIZOL® reagent (Life Technologies, Monza, Italy). For microglia samples, total RNA was extracted by Direct-zol™ RNA Micro-Prep (Zymo Research, Irvine, CA, USA) according to the manufacturer’s instructions. For OPC samples undergoing transcriptomics, total RNA was extracted by means of RNeasy Micro kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol.

### RT-qPCR

RNA samples were treated with RQ1 DNase (Promega, Milan, Italy) and 400-ng RNA/sample were reverse-transcribed using the SensiFAST™ cDNA synthesis kit (Bioline, London, UK). TaqMan® Gene Expression Assay reactions were set up with 20-ng cDNA, 250-nM probe (*Arg1* Mm00475988_m1; *Chil3* Mm00657889_mH; *Cspg4* Mm00507257_m1; *Gpr17* Mm02619401_s1; *Il1b* Mm00434228_m1; *Mbp* Mm01266402_m1; *Mrc1* Mm01329359_m1; *Ptgs2* Mm00478374_m1; *Tnf* Mm00443258_m1; Nos2 Mm00440502_m1; *Rpl13a* Mm05910660_g1; Life Technologies, Monza, Italy), and Master Mix 2 × (Life Technologies, Monza, Italy). Reactions were run on a CFX96 Real-Time PCR System (Bio-Rad Laboratories, Segrate, Italy). *Rpl13a* has been used as housekeeping gene for internal normalization. Data were analyzed using the ΔΔCt method and are presented as mean of log2(fold change) ± SE. One-way ANOVA followed by Tukey’s post hoc test was conducted using Prism 10 software (GraphPad, San Diego, CA, USA). Statistical significance was defined as p < 0.05.

### Transcriptomics

Before transcriptomics analysis, RNA concentration and purity were assessed by spectrophotometer (Nanodrop): 260/280 and 260/230 ratios were evaluated. Total RNA integrity was assessed by Agilent Bioanalyzer and the RNA Integrity Number (RIN) was calculated. The RIN ranges from 1 (totally degraded RNA) to 10 (completely intact RNA). The quality of each sample was assured by a RIN ≥ 6 and visual confirmation of clear, distinct 28S and 18S rRNA peaks.

100 ng of RNA was used for the preparation of targets for Clariom™ D mouse arrays according to the GeneChip™ WT Plus Reagent Kit manual. The Clariom™ D mouse arrays (which contain > 66,100 genes, > 214,900 transcripts, > 498,500 exons, > 282,500 exon–exon splice junctions, with > 4,895,600 total probes) were purchased from Thermo Fischer Scientific (Massachusetts, USA). The staining, washing and scanning of the arrays were conducted using a Fluidics 450 station, Command Console Software and GeneChip® Scanner 3000 7G, generating .CEL files for each array (Thermo Fischer Scientific, USA).

The images were scanned by Thermo Fisher GeneChip Command Console (AGCC) and analyzed with the Thermo Fisher GeneChip Expression Console. The quality control of the scanned data was first estimated by confirming the order of the signal intensities of the Poly-A and Hybridization controls using Expression Console Software (Thermo Fischer Scientific, USA).

Raw expression values were imported as Thermo Fisher .CEL files into TAC 4.0 software (Thermo Fisher Scientific, USA). Raw expression values from the Thermo Fisher miRNA 4.0 arrays were analyzed and normalized using the TAC 4.0 software, which includes the Preprocessing, Differentially Expressed Genes (DEGs) Finding and Clustering modules.

For this experiment, a total of 12 .CEL files (3 CTRL, 3 i-EVs, 3 IL4-EVs, and 3 MSC-EVs) were uploaded and normalized in PM (perfect match)-only conditions as a PM intensity adjustment. A Robust Multichip Analysis (RMA) quantification method (Irizarry et al. 2003) was used as a probe set summarization algorithm for log transformation with base 2 (log2) and the Quantile normalization method was chosen to evaluate the preliminary data quality in the Preprocessing module, which functions as a data quality control through the Thermo Fisher Expression Console Software. The mean signal intensities of all genes were obtained using 3 chips from each group.

Hierarchical clustering dendrogram and heatmap were used to visualize global gene expression changes between groups. For each gene, a one-way ANOVA was performed across the groups (CTRL, i-EVs, IL4-EVs, MSC-EVs), and the resulting p values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. The 1000 genes with the lowest adjusted p values were selected as top genes and used for heatmap generation. Visualization was performed using the R pheatmap package, applying row-wise scaling to allow comparison of expression differences across samples. Hierarchical clustering was performed on both genes and samples using Euclidean distance and the complete linkage method.

After normalization, the differentially expressed genes (DEGs) in EV-treated samples vs CTRL, satisfying the conditions of the fold change cutoff 1,5 and a FDR corrected p-value < 0,05 from all of the genes probed in the array, were selected (i-EVs: 103 DEGs, IL4-EVs: 1143 DEGs, MSC-EVs: 3700 DEGs) and are included in Supplementary Table 1.

### Gene Set Enrichment Analysis

The lists of DEGs induced by IL4-EVs and MSC-EVs were subjected to functional enrichment analysis using the web-based Metascape toolkit (Zhou et al. 2019), allowing direct comparison of the different datasets through the Multiple Gene Lists tool with default settings. This analysis considered a total of 859 and 1889 DEGs starting from the original 1143 and 3700 DEGs, respectively, after exclusion of all non-coding genes by the software.

Circos plots were generated to show overlapping DEGs across the two datasets and genes sharing the same ontology terms.

The Gene Ontology (GO) Cellular Components and GO Biological Processes databases (Ashburner et al. 2000) were considered to define the enriched subcellular components and biological processes shared by the two datasets, whereas the Reactome Pathway Knowledgebase (Milacic et al. 2024) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al. 2023) databases were considered to investigate common enriched molecular pathways. Results are included in Supplementary Table 2.

Protein–protein interaction (PPI) enrichment analysis has been carried out using only physical interactions in STRING (Szklarczyk et al. 2023) and BioGrid (Oughtred et al. 2019) databases. The resultant network contains the subset of proteins that form physical interactions with at least one other member in the list. The Molecular Complex Detection (MCODE) algorithm (Bader and Hogue 2003) has been applied to identify densely connected network components. Enrichment analysis has been applied to each MCODE component independently, and the best-scoring terms by p value have been retained as the functional description of the corresponding components.

### Upstream Regulatory Network Analysis

Upstream regulatory networks were inferred from DEGs using the X2K web tool (Clarke et al. 2018), which integrates transcription factor enrichment analysis, PPI network expansion, and kinase enrichment analysis to identify transcription factors and kinases potentially regulating DEGs induced by microglial EVs in target OPCs. Initially, query gene sets were compared against ChEA3 transcription factor target libraries (Keenan et al. 2019). The resulting protein interactors were then analyzed using the KEA3 database (Kuleshov et al. 2021) to predict kinase–substrate relationships, kinase–protein interactions, and additional associations based on co-expression and co-occurrence data, enabling the identification of upstream regulators potentially driving the observed transcriptional changes.

## Results

### EVs from Distinct Microglial States Differentially Promote OPC Maturation

Primary microglia have been exposed in vitro to different stimuli to mimic distinct reactive states according to our previous studies (Fig. 1A; (Lombardi et al. 2019)). Briefly, Th1 cytokines were used to induce a pro-inflammatory phenotype (i-MG), while interleukin-4 (IL4-MG) and co-culture with mesenchymal stem cells in the presence of Th1 cytokines (MSC-MG) were utilized to obtain a pro-regenerative phenotype. Notably, qPCR analysis of selected phenotypic markers confirmed the acquisition of the desired reactive state by microglia in these experimental conditions compared to time-matched unstimulated cells (Fig. 1B), in line with our previous studies (Lombardi et al. 2019; Raffaele et al. 2021b). Then, primary murine OPCs were exposed to the EVs obtained from microglia with different reactive states (i-EVs, IL4-EVs, or MSC-EVs) or medium alone (CTRL) for 24 h during differentiation (Fig. 1A). Of note, qPCR analysis confirmed that, compared to CTRL condition, all types of EVs elevated the expression of the early OPC marker *Cspg4* and of the differentiation-committed OPC marker *Gpr17* in recipient differentiating cells. Moreover, at this time point, only IL4-EVs and MSC-EVs, but not i-EVs, significantly increased the expression of the mature myelinating marker *Mbp* (Fig. 1C). These results confirm that a significant increase of OPC differentiation was induced by microglial EVs vs CTRL, with a more pronounced effect of IL4-EVs and MSC-EVs compared to i-EVs, setting the stage for investigating the transcriptional changes underpinning these effects.

**Fig. 1:**
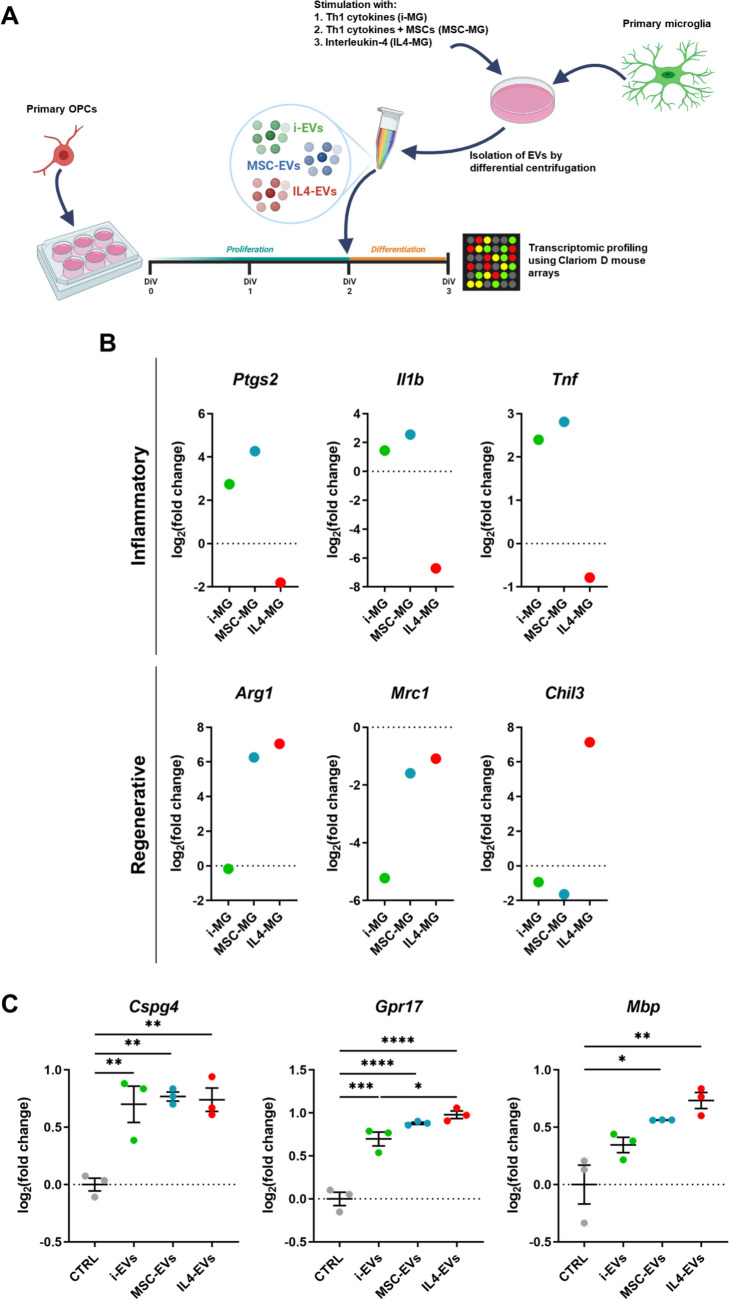
Effects of microglia-derived EVs on OPC maturation. (**A**) Schematic representation of the experimental protocol utilized to evaluate the transcriptomic effects of EVs derived from microglia with different reactive states on recipient OPCs. Created with BioRender.com. (**B**) Relative expression of inflammatory (*Ptgs2*, *Il1b*, *Tnf*) and regenerative (*Arg1*, *Mrc1*, *Chil3*) genes in primary microglia exposed to different stimuli and utilized to collect EVs. Gene expression shown is relative to time-matched unstimulated microglia, indicated by the dashed line. One representative sample per each condition has been analyzed. (**C**) Relative expression of genes related to different oligodendrocyte differentiation stages (*Cspg4* for early OPCs; *Gpr17* for differentiation-committed OPCs; *Mbp* for mature oligodendrocytes) in primary OPC cultures exposed to EVs derived from microglia with different reactive states (*n* = 3). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; One-way ANOVA followed by Tukey’s post-hoc test. MSC: Mesenchymal stem cells; DIV: Days in vitro; EVs: Extracellular vesicles; OPCs: Oligodendrocyte precursor cells; MG: Microglia; IL4: Interleukin 4

### Pro-Regenerative Microglia-Derived EVs Induce Prominent Transcriptional Changes in Recipient OPCs

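OPCs from mouse pups of postnatal day 2 were plated at 300000 cells per well and kept in proliferation medium for 48 h before the switch to differentiation medium. About 4 h after the switch they received EVs, from 2 donor microglia per OPC, or medium alone. RNA was collected at 24 h of differentiation, while the deposited design text speaks of 24 h of treatment. Each of the 4 groups (CTRL, i-EVs, IL4-EVs and MSC-EVs) had 3 samples with 1 array each, 12 arrays in all. The deposited tables hold 65535 transcript clusters, fewer than the genes the paper gives for the array. That is the number of lines an old spreadsheet format holds under a header, so the last clusters may be lacking, and all counts here are over the 65535. Their values are RMA values that the authors had background corrected, quantile normalized and summarized, given on a linear scale and turned back to log2 here. Of these clusters 30404 carried 1 gene symbol, 2145 several and 32986 none. Differences between groups were fitted with limma, a linear model over all 12 arrays with empirical Bayes moderation of the spread. The p-values were adjusted over all clusters by the Benjamini-Hochberg method. DEGs follow the thresholds of the paper, a fold of at least 1.5 and adjusted p under 0.05. Gene lists were fixed before the deposited values were read, but that of very long mRNAs was written after the paper's table of DEGs had been read. The lists of respiratory complexes, citric acid cycle, ribosomal proteins, proteasome and initiation factors follow themes that the paper reports from these same arrays. A gene of a list is said to have risen or fallen at adjusted p under 0.05 over all clusters, without a fold threshold. A second count adjusts the p-values over the list alone. The paper calls the samples independent replicates but does not say whether they came from separate cultures or litters, so the p-values measure only the spread between these samples, which may be technical.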

Next, we evaluated the transcriptomic profiles of OPCs exposed to i-EVs, IL4-EVs, MSC-EVs, or CTRL using Clariom D mouse arrays, containing 65.956 mouse genes. First, to assess the quality of replicates, we performed a principal component analysis (PCA), whose results indicated that the 3 replicates for each condition were concordant (Fig. 2A). Moreover, we checked the global gene expression changes between the samples by means of hierarchical clustering and heatmap analysis, which showed that CTRL samples clustered separately from the others, in line with the presence of transcriptomic changes induced by all types of microglial EVs compared to CTRL (Fig. 2B). 

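Along the largest axis of variation the OPCs lay in the order CTRL, i-EVs, IL4-EVs, MSC-EVs. Component 1 held 35.3% of the variance, with scores from −43.5 to −30.7 in CTRL, −18.5 to 1.17 with i-EVs, 0.65 to 11.1 with IL4-EVs and 26.8 to 55.2 with MSC-EVs (n = 3 arrays each). Components 2 and 3 held 15.9% and 10.4%, and each was led by a single array. MSC-EVs replicate 3 lay at −43.2 on component 2 (the other 2 MSC-EVs arrays at 8.2 and 11.7), and i-EVs replicate 2 at −40 on component 3. In MSC-EVs replicate 3, 26 of 27 cell cycle genes had their highest value of the 12 arrays, among them Mki67 (16.7 log2 units against 14.3 to 14.9 elsewhere) and Top2a (14.7 against 13 to 13.8). In the same array 13 of 15 genes of committed precursors had their lowest, among them Bmp4 (7.19 against 10.6 to 11.1) and Enpp6 (5.13 against 8.87 to 9.63). The mean distance between 2 arrays of a group was 47 for IL4-EVs, 49.2 for CTRL, 60.2 for i-EVs and 70 for MSC-EVs, against mean distances to CTRL of 63.8 (i-EVs), 66.8 (IL4-EVs) and 88.2 (MSC-EVs).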

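The 3 CTRL arrays formed 1 branch of the tree and the 9 EV arrays the other, joined at a height of 80.6, when the 1000 clusters with the largest F statistic over the 4 groups were row-scaled and clustered by complete linkage. Most of these clusters, 688, were lower with MSC-EVs than in CTRL, and 312 were higher. Because the 1000 clusters were picked for differing between the groups, a tree built on them is bound to favor the groups. With the 13061 clusters of a mean of at least 6 log2 units, unscaled, CTRL again stood apart at the first split, and at the second MSC-EVs replicate 3 stood apart from the other 8 EV arrays. Average linkage on the 1000 clusters kept the first 2 splits. With all clusters row-scaled, MSC-EVs replicate 3 alone stood against the other 11 arrays, and i-EVs replicate 2 split off next.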

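In the clusters higher with MSC-EVs than in CTRL, which include the endocytic receptor Lrp1 and the cytoskeletal linker Dst, median z-scores were −1.34 in CTRL, −0.239 with i-EVs, 0.476 with IL4-EVs and 1.11 with MSC-EVs. In the clusters lower with MSC-EVs, which include the complex II anchor Sdhd and the proteasome subunit Psmb6, median z-scores were 1.44, 0.104, −0.683 and −0.867. The clusters were sorted by the sign of MSC-EVs against CTRL, which fixed the order of these 2 groups in advance. Only the places of i-EVs and IL4-EVs were free, among clusters picked for differing between groups. Lrp1 and Dst are on the list of very long mRNAs, whose genes rose together. The 6 arrays treated with IL4-EVs or MSC-EVs made up 1 of 3 branches, which joined the i-EVs arrays at a height of 47.7. This branch did not form with the unscaled clusters of a mean of at least 6 log2 units or with all clusters row-scaled. Over all clusters, log2 fold changes against CTRL correlated at r = 0.812 between IL4-EVs and MSC-EVs, where simulated unchanged groups sharing the same CTRL arrays gave 0.499. For i-EVs r was 0.758 with IL4-EVs and 0.677 with MSC-EVs (simulated 0.499 and 0.5). Between IL4-EVs and MSC-EVs the covariance, which shared controls raise, was 0.0494 against 0.0071 simulated, a difference of 0.0423. For i-EVs that difference was 0.0218 with IL4-EVs and 0.028 with MSC-EVs. The simulation drew each cluster independently, whereas genes of real arrays vary together. The part due to the 3 shared CTRL arrays can therefore lie far from the simulated means. The excess alone does not show a shared response.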

Interestingly, we found that samples exposed to IL4-EVs and MSC-EVs grouped within a separate branch from those receiving i-EVs (Fig. 2B), suggesting that protective types of microglial EVs share substantial transcriptional changes compared to CTRL. Conversely, at least within the short timespan evaluated, i-EVs exhibited an intermediate transcriptional profile, showing some alterations compared to CTRL but less pronounced than those induced by protective EVs (Fig. 2B).

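Nf1 and Psma5 were among the genes that changed in OPCs given i-EVs in the direction seen with the other EVs. Nf1 is on the list of very long mRNAs, whose median change was 0.533 with IL4-EVs and 0.668 with MSC-EVs. Its rise is therefore not shown to be particular to this gene. Nf1, the Ras regulator, stood 0.61, 0.93 and 1.26 log2 units above CTRL with i-EVs, IL4-EVs and MSC-EVs (SE 0.106 each, n = 3; adjusted p 0.039, 0.00138 and 0.000214), and the proteasome subunit Psma5 stood −0.51, −0.79 and −0.74 from CTRL (SE 0.0728; adjusted p 0.0361, 0.00124 and 0.000322). Neither i-EVs call was kept when any single CTRL array, any single IL4-EVs array, i-EVs replicate 2 or i-EVs replicate 3 was left out. Over the 3930 clusters that were DEGs with IL4-EVs or MSC-EVs, the median size of the change was 0.359 with i-EVs, 0.541 with IL4-EVs and 0.788 with MSC-EVs. This set was chosen on IL4-EVs and MSC-EVs, which enlarges their sizes relative to that of i-EVs. Over all 65535 clusters the slope of i-EVs on MSC-EVs was 0.424, and that of IL4-EVs on MSC-EVs was 0.597. In simulated groups with each cluster drawn independently, shared CTRL arrays alone gave 0.502 and 0.5.

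Directly compared with i-EVs, 0 clusters passed in limma with IL4-EVs (4954 at unadjusted p under 0.05, and 0 under every other setting run) and 524 with MSC-EVs, 466 higher and 58 lower. Among those higher with MSC-EVs than with i-EVs was Dst (0.79 log2 units, adjusted p 0.0194, and 0.0611 without i-EVs replicate 1). The count of 524 fell to 317 without CTRL replicate 2, 334 without CTRL replicate 3, and 309, 329 and 338 without IL4-EVs replicates 1, 2 and 3. It was 334 and 75 without MSC-EVs replicates 1 and 3, 9, 143 and 111 without i-EVs replicates 1, 2 and 3, and 1362 without MSC-EVs replicate 2.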

**Fig. 2:**
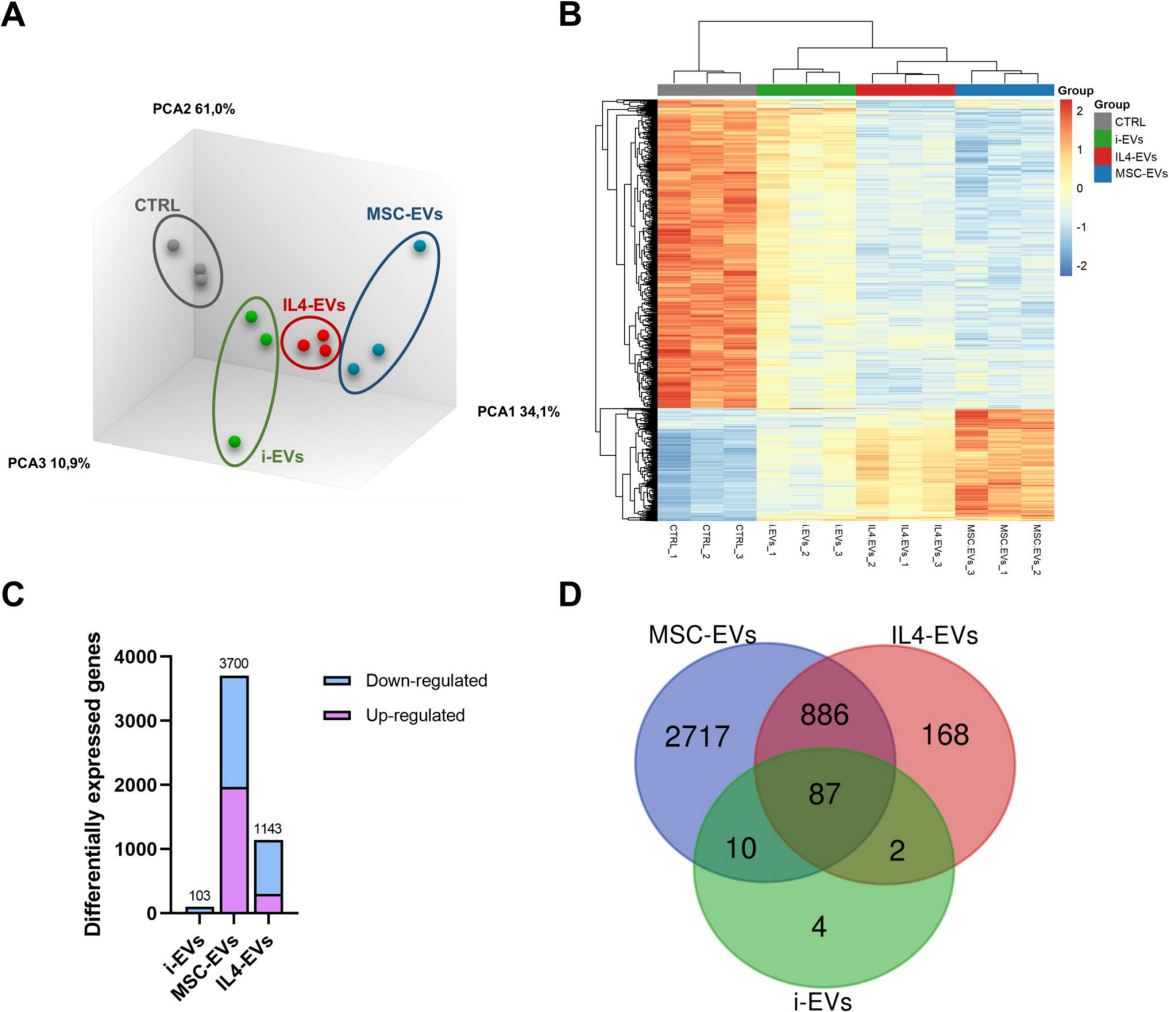
Transcriptomic changes induced by microglia-derived EVs on recipient OPCs. (**A**) Plot showing the results of the principal components analysis. (**B**) Hierarchical clustering dendrogram and heatmap showing global gene expression changes within groups, rows show the z-score of the top 1000 genes. (**C**) Graph showing the number of total, up-regulated, and down-regulated differentially expressed genes (DEGs) in OPCs exposed to i-EVs, MSC-EVs, or IL4-EVs compared to CTRL. (**D**) Venn diagram showing the overlap between the DEGs induced by i-EVs, MSC-EVs, or IL4-EVs compared to CTRL. Numbers refer to the DEGs in each intersection

Next, to evaluate more in detail the transcriptomic effects induced by each type of microglial EVs compared to CTRL, the differentially expressed genes (DEGs) satisfying the conditions of the fold change cutoff 1.5 and a false discovery rate (FDR) corrected p value < 0.05 were selected from all the genes probed in the array. Results showed that MSC-EVs and IL4-EVs induced substantial transcriptional changes compared to CTRL (3700 and 1143 DEGs, respectively), while i-EVs produced less significant changes (103 DEGs; Fig. 2C, full lists of DEGs in Supplementary Table 1). 

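MSC-EVs changed the most clusters in OPCs, 3757 DEGs (2042 up, 1715 down), followed by IL4-EVs with 1178 (352 up, 826 down) and i-EVs with 101 (21 up, 80 down). The balance of up and down depended on the scaling between arrays. After quantile normalization again it was 565 up and 428 down with IL4-EVs and 72 and 41 with i-EVs. After cyclic loess it was 587 and 398, 103 and 48, and 2268 and 1152 with MSC-EVs. The lactate dehydrogenase subunit Ldhb fell with IL4-EVs (−0.95 log2 units, SE 0.0942, adjusted p 0.0013) and MSC-EVs (−1.01, adjusted p 0.000273), from 11.56 ± 0.093 in CTRL (mean ± SD, n = 3). Among the 5 highest and 5 lowest DEGs that pass the rule for named genes (1 symbol, no predicted gene or pseudogene, a mean of at least 6 log2 units, groups apart), the cadherin Fat1 rose with IL4-EVs (1.12, SE 0.169, adjusted p 0.00347) and MSC-EVs (1.62, adjusted p 0.000412), and the detoxifying enzyme Gstp1 (−1.30, SE 0.139, adjusted p 0.000429) and the mitochondrial anti-apoptotic protein gene Hax1 (−1.13, SE 0.0886, adjusted p 0.000214) fell with MSC-EVs. With i-EVs the genes named by that rule included Lrp1 (0.73, SE 0.12, adjusted p 0.038) and Atp10b (0.67, adjusted p 0.034) upward, and Acot13 (−0.71, SE 0.104, adjusted p 0.0361) and Pgrmc1 (−0.69, adjusted p 0.0361) downward. Fat1 and Lrp1 are on the list of very long mRNAs, whose genes rose together. Genes annotated as predicted made up 829 DEGs with MSC-EVs (64 up, 765 down), 281 with IL4-EVs (15 up, 266 down) and 40 with i-EVs.

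These 4 i-EVs calls, like every other DEG of i-EVs, were lost when CTRL replicate 1, 2 or 3, IL4-EVs replicate 1, 2 or 3, or i-EVs replicate 2 or 3 was left out, each of which left 0 DEGs. The count was 52 without MSC-EVs replicate 1, 415 without MSC-EVs replicate 3 and 712 without i-EVs replicate 1. For IL4-EVs the count was 645 without CTRL replicate 1 and 722 without IL4-EVs replicate 2. For MSC-EVs it stayed between 2784 and 4091. At unadjusted p under 0.05 there were 8747, 10888 and 15187 clusters with i-EVs, IL4-EVs and MSC-EVs.

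**Figure D1:**
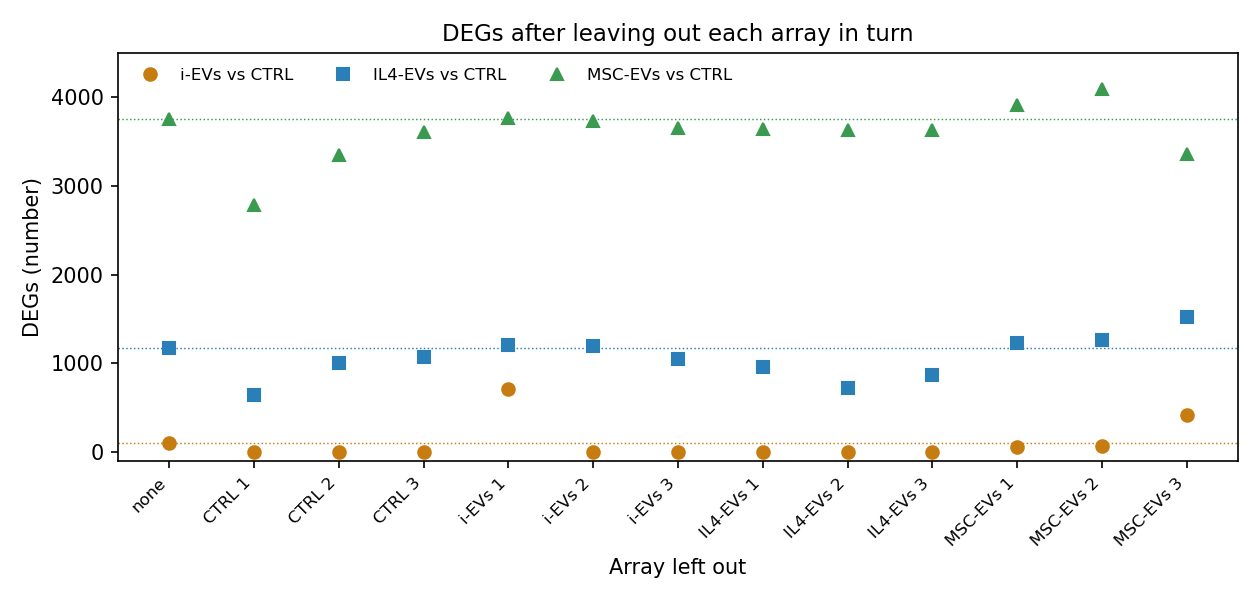
Number of DEGs against CTRL for each EV type with all 12 arrays and with each array left out in turn. With all arrays the counts are 101 (i-EVs), 1178 (IL4-EVs) and 3757 (MSC-EVs).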

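Of the 101 DEGs of i-EVs, 98 were also DEGs, in the same direction, with IL4-EVs or MSC-EVs, and 3 were not. IL4-EVs and MSC-EVs had 1005 DEGs in common, 324 up and 681 down (512 and 353 after quantile normalization again, 538 and 315 after cyclic loess), with 0 in opposite directions. These made up 85.3% of the DEGs of IL4-EVs. Genes in this common part included the proteasome subunit Psmb1 (−0.75 log2 units with IL4-EVs and −0.75 with MSC-EVs, SE 0.097 each, n = 3, adjusted p 0.00202 and 0.000796) and the mitoribosome gene Chchd1 (−0.84 and −0.80, SE 0.113, adjusted p 0.0022 and 0.0012). Independent lists of these sizes would have 11 up and 21.6 down in common. With 3 CTRL arrays the controls could not be split, so part of the excess may come from the shared controls. The common part was 534 without CTRL replicate 1 and 608 without IL4-EVs replicate 2. The 98 became 0 without any single CTRL or IL4-EVs array, i-EVs replicate 2 or i-EVs replicate 3. They became 52 without MSC-EVs replicate 1, 400 without MSC-EVs replicate 3 and 634 without i-EVs replicate 1.

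DEGs of MSC-EVs that were not DEGs of IL4-EVs numbered 2752. Their median size was 0.773 log2 units with MSC-EVs, for which they were chosen, and 0.449 with IL4-EVs. Only 1 of the 2752 differed between MSC-EVs and IL4-EVs directly, a dim cluster without a gene name (4.836 with IL4-EVs, 5.626 with MSC-EVs, difference 0.79, SE 0.0815, adjusted p 0.0481), which was the 1 DEG of that comparison (5838 clusters at unadjusted p under 0.05). This call was lost, leaving 0, without any single CTRL or IL4-EVs array, MSC-EVs replicate 1 or 3, or i-EVs replicate 2 or 3, and without MSC-EVs replicate 2 the comparison had 186 DEGs.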

Representation of the three lists of DEGs by a Venn diagram highlighted that almost all DEGs modulated by i-EVs are shared by the other EV types, and that IL4-EVs and MSC-EVs share a large subset of DEGs, while the majority of genes are unique to MSC-EVs (Fig. 2D). Hence, these results uncovered pronounced transcriptional changes induced by IL4-EVs and MSC-EVs in recipient cells, whereas the effects of i-EVs appeared to be very limited. 

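Put to the direct test against i-EVs, 672 of the 3662 DEGs that MSC-EVs had and i-EVs lacked differed at adjusted p under 0.05, as did 0 of the 1090 that IL4-EVs had and i-EVs lacked. Lrp1 was higher with MSC-EVs than with i-EVs (0.78 log2 units, SE 0.12, n = 3, adjusted p 0.0258), and for IL4-EVs the same difference was 0.40 (adjusted p 0.483). The Lrp1 call was lost without i-EVs replicate 1 (adjusted p 0.0804), 2 (0.0523) or 3 (0.0548) and without MSC-EVs replicate 3 (0.0563). The count of 672 was 386 and 409 without CTRL replicates 2 and 3, 372, 403 and 402 without IL4-EVs replicates 1, 2 and 3, 323, 1141 and 85 without MSC-EVs replicates 1, 2 and 3, and 10, 153 and 108 without i-EVs replicates 1, 2 and 3. Failing this test does not show that IL4-EVs and i-EVs act alike.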

Based on these considerations, we decided to exclude i-EVs from subsequent analysis and to focus on the comparison between IL4-EVs and MSC-EVs.

### Pro-Regenerative Microglia-Derived EVs Modulate Mitochondria-Related Genes in OPCs

To ensure biologically meaningful interpretation, DEG lists were filtered prior to subsequent analysis to exclude non-coding transcripts, including lncRNAs and pseudogenes, retaining 859 and 1889 protein-coding DEGs for IL4-EVs and MSC-EVs, respectively. 

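Clusters with 1 gene symbol and a protein-coding RefSeq entry made up 388 DEGs with IL4-EVs (87 up, 301 down) and 565 with MSC-EVs (191 up, 374 down). The balance turned with the scaling between arrays, to 160 up and 145 down for IL4-EVs and 257 and 255 for MSC-EVs after quantile normalization again, and to 185 and 130, and 321 and 176, after cyclic loess. Among those that fell was Ndufb4b, a subunit gene of complex I (−1.07 log2 units with IL4-EVs, SE 0.139, n = 3, adjusted p 0.00202). Clusters without a gene name made up 337 DEGs with IL4-EVs (228 up, 109 down) and 2006 with MSC-EVs (1676 up, 330 down), and the mean level of the 1676 had a median of 5.92 log2 units. Another 52 and 80 DEGs carried several symbols, and 342 and 937 carried a symbol without a match in RefSeq.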

Circos plots were used to more clearly visualize the overlap in protein-coding DEGs between OPCs treated with IL4-EVs or MSC-EVs compared to the CTRL group (Fig. 3A), as well as to highlight treatment-specific DEGs that converge on shared molecular pathways (Fig. 3B). This approach revealed a strong functional intersection between the two DEG profiles, which not only shared numerous common genes but also a substantial proportion of overlapping molecular pathways (Fig. 3A, B). To get more insight into the functional effects of IL4-EVs or MSC-EVs on recipient OPCs, the datasets of DEGs were then subjected to functional enrichment analysis using the Metascape resource (Zhou et al. 2019). This approach revealed a total of 69 gene ontology (GO): Cellular Components (Fig. 3C), 114 GO: Biological Processes (Fig. 3D), 175 Reactome Pathways (Fig. 3E), and 22 KEGG (Fig. 3F) significantly enriched annotations shared between the two lists of DEGs, confirming a substantial functional overlap between the two conditions. 

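Genes of complexes I, III and IV, the proteasome and cytosolic ribosomal proteins were over-represented among the genes lowered by IL4-EVs and among those lowered by MSC-EVs, and mitochondrial ribosomal proteins among those lowered by IL4-EVs. Among genes down with IL4-EVs were 10 of 31 nuclear genes of complex I (0.685 expected, one-sided Fisher's exact test, adjusted p 1.22e-08), 5 of 9 of complex III (adjusted p 4.3e-06), 6 of 12 of complex IV (1.01e-06), 11 of 74 mitochondrial ribosomal protein genes (4.3e-06) and 7 of 31 proteasome genes (2.21e-05). With MSC-EVs they were 9 (1.36 expected, adjusted p 7.7e-05), 5 (0.000185), 5 (0.000623), 7 (0.106) and 6 (0.00911). Cytosolic ribosomal protein genes gave 4 of 33 with IL4-EVs (0.0186) and 8 of 33 with MSC-EVs (0.000549). Fisher's test takes the genes of a list as independent, and in camera with an estimated correlation none of these lists passed (lowest adjusted p 0.0536 with IL4-EVs and 0.0829 with MSC-EVs). The expected counts are over all 30077 genes, bright or dim. Of the DEGs down, 794 of 826 with IL4-EVs and 1510 of 1715 with MSC-EVs had a mean of at least 6 log2 units. Only 13061 of the 65535 clusters reach that level, so a list of bright genes would exceed the expected count by level alone. Of the 32 lists tested, 11 were over-represented among the DEGs of IL4-EVs, 13 among those of MSC-EVs and 2 among those of i-EVs. The lists were fixed as gene names or name patterns before the deposited values were read, and GO, Reactome and KEGG terms were not used here. Those of the respiratory complexes, ribosomal proteins and proteasome were chosen because the paper reports these themes from the same arrays. Their over-representation is therefore no independent support for the paper's enrichment.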

A full list of results obtained from functional enrichment analysis is provided in Supplementary Table 2.

**Fig. 3:**
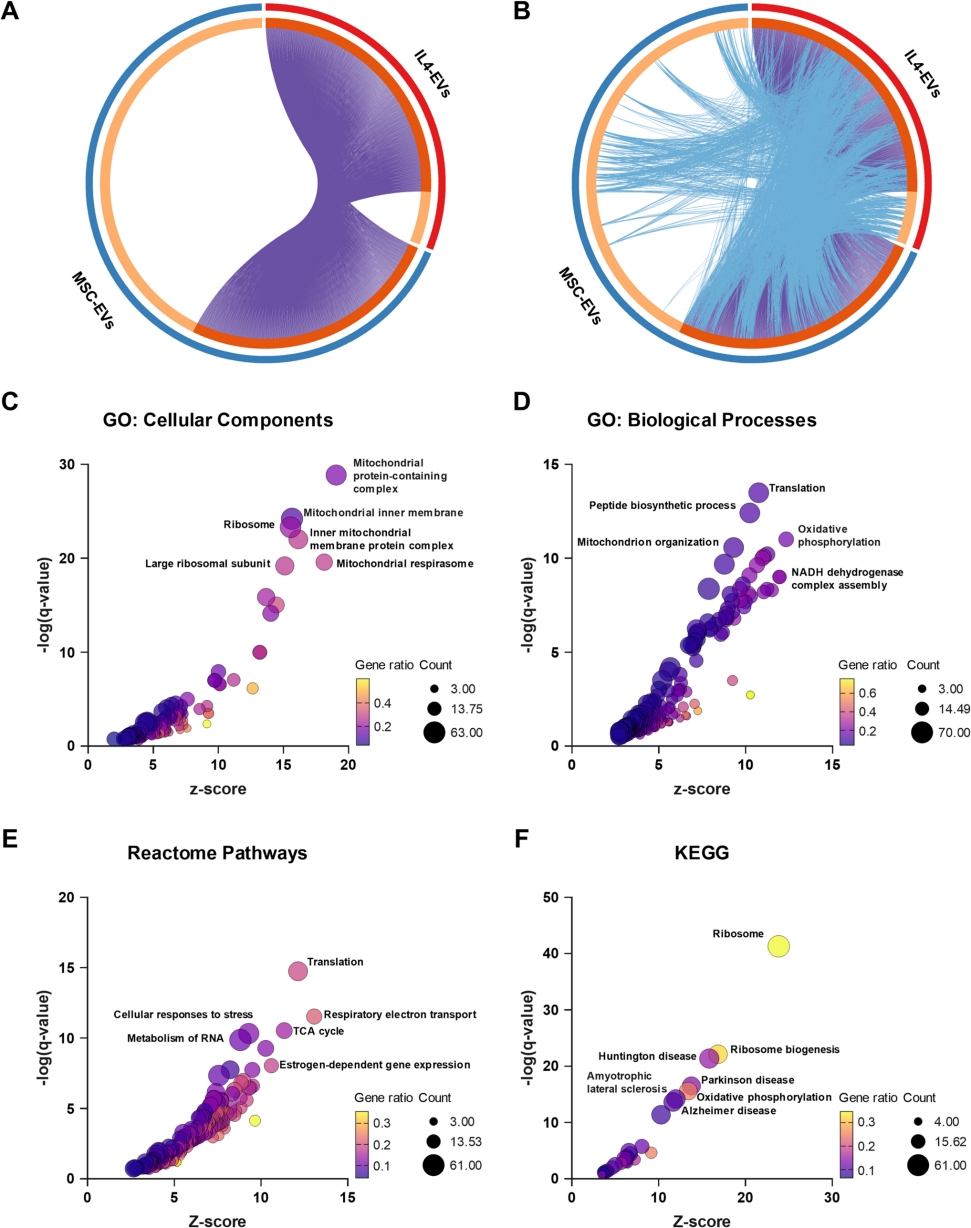
Pathways modulated by microglia-derived EVs in recipient OPCs. (**A-B**) Circos plots showing common DEGs (A) and DEGs sharing the same molecular pathways (B) in OPCs exposed to IL4-EVs or MSC-EVs compared to CTRL. On the outside, each arc represents the identity of each gene list. On the inside, each arc represents a gene list, where each gene member of that list is assigned a spot on the arc. Dark orange color represents the genes that are shared by multiple lists and light orange color represents genes that are unique to that gene list. Purple lines link the same genes that are shared by multiple gene lists. Light blue lines link genes that, although different, fall under the same ontology term. (**C-F**) Bubble plots showing significantly enriched GO: Cellular Components (C), GO: Biological Processes (D), Reactome Pathways (E), and KEGG Pathways (F) shared by OPCs exposed to IL4-EVs or MSC-EVs compared to CTRL. Color code indicates the proportion of genes in each pathway that are enriched in the DEG list (Gene Ratio), whereas bubble size indicates the absolute number of overlapping genes between a given pathway and the DEG list (Count)

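Nuclear genes of the oxidative phosphorylation (OXPHOS) complexes fell together with both EV types. Of 74 measured, 58 fell with IL4-EVs, 0 rose and 16 did not pass (adjusted over the list alone, 70 fell and 0 rose), with a median change of −0.467 log2 units. With MSC-EVs 62 fell, 0 rose and 12 did not pass (adjusted over the list alone, 72 fell and 1 rose), median −0.505. Cox6b1 went from 15.77 ± 0.057 in CTRL to 15.02 ± 0.014 with IL4-EVs and 14.91 ± 0.0038 with MSC-EVs (mean ± SD, n = 3; −0.75 and −0.87, SE 0.0781, adjusted p 0.0013 and 0.00024). Cytochrome c1, Cyc1, went from 10.57 ± 0.05 to 9.831 ± 0.085 and 9.607 ± 0.081 (−0.74 and −0.97, SE 0.101, adjusted p 0.00222 and 0.000412). The OXPHOS genes as 1 group were below the other genes in camera, the gene set test of limma, with p = 8.81e-39 and 6.02e-33, and with a correlation between genes estimated from the residuals p = 0.00719 and 0.0111. Short mRNAs of other functions, a list added after the data had been examined, lay at medians of −0.423 and −0.434. Very long mRNAs, a list written after the paper's table of DEGs had been read, lay at 0.533 and 0.668.

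Of 33 cytosolic ribosomal protein genes measured, 24 fell with IL4-EVs (26 adjusted over the list alone) and 27 with MSC-EVs (29), 0 rose, and 9 and 6 did not pass, with medians of −0.364 and −0.468. Rpl27 went from 14.35 ± 0.079 in CTRL to 13.48 ± 0.041 with IL4-EVs (−0.88, SE 0.102, adjusted p 0.00155) and 13.39 ± 0.029 with MSC-EVs (−0.96, adjusted p 0.000421). Camera gave adjusted p = 1.92e-17 and 2.43e-16 for this list, and adjusted p = 0.0645 and 0.0853 with an estimated correlation. The 24 became 12 without CTRL replicate 1, 14 without CTRL replicate 2 and 11 without IL4-EVs replicate 2. Under cyclic loess scaling 1 gene rose with MSC-EVs and 24 fell.

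**Figure D2:**
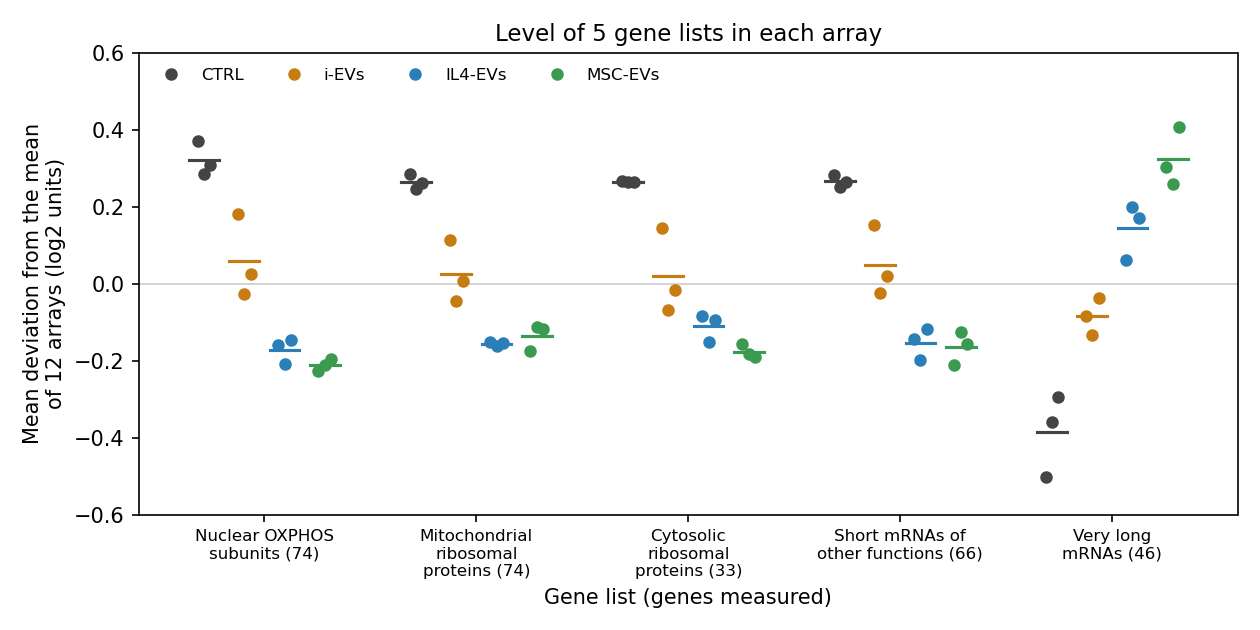
Mean deviation of the genes of 5 lists from their mean over the 12 arrays (log2 units, vertical axis) in each array, by group. The lists are nuclear OXPHOS subunits, mitochondrial and cytosolic ribosomal proteins, short mRNAs of other functions and very long mRNAs. OXPHOS genes lie from 0.286 to 0.371 in CTRL, and very long mRNAs lie at 0.408 in MSC-EVs replicate 3.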

Interestingly, analysis of GO: Cellular Components unveiled the mitochondrial inner membrane and ribosomes as the top compartments enriched in both datasets (Fig. 3C). Accordingly, the top GO: Biological Processes are related to mitochondrial ATP synthesis via oxidative phosphorylation, mitochondrion organization, and protein translation (Fig. 3D). These findings were further corroborated by the enriched Reactome Pathways terms, which were mostly related to mitochondrial respiratory electron transport, mitochondrial metabolism, and protein translation (Fig. 3E). 

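The fall reached each respiratory complex. For complex I, 24 of 31 nuclear genes fell with IL4-EVs and 25 with MSC-EVs (adjusted over the list alone, 30 and 30), 0 rose, and 7 and 6 did not pass. Ndufb3 changed by −0.85 and −0.92 log2 units (SE 0.118, n = 3, adjusted p 0.00247 and 0.000777). For complex III, 7 of 9 fell with each (9 and 9 over the list alone), 0 rose and 2 did not pass, with Uqcr10 at −1.04 (SE 0.143, adjusted p 0.00226) and −0.87 (0.0024). For complex IV, 10 of 12 fell with IL4-EVs and 11 with MSC-EVs (12 and 12 over the list alone), 0 rose, and 2 and 1 did not pass. Medians for complexes I, III and IV were −0.452, −0.666 and −0.528 with IL4-EVs and −0.488, −0.638 and −0.549 with MSC-EVs. Camera placed each complex below the other genes at adjusted p under 0.05, which no complex kept with an estimated correlation (adjusted p = 0.0536, 0.0536 and 0.0645 with IL4-EVs, and 0.0829, 0.0829 and 0.0853 with MSC-EVs).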

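Most complex II genes and part of the citric acid cycle genes fell with both EV types. Sdhd, the membrane anchor of complex II, went from 11.78 ± 0.028 in CTRL to 10.73 ± 0.019 with IL4-EVs and 10.64 ± 0.16 with MSC-EVs (mean ± SD, n = 3; −1.05 and −1.14 log2 units, SE 0.0847, adjusted p 0.000916 and 0.000214). Fumarase, Fh1, changed by −0.66 (SE 0.0755, adjusted p 0.00147) and −0.53 (0.0012), and Idh3a by −0.42 (SE 0.0674, adjusted p 0.00435) and −0.45 (0.00165). Of 16 genes of the cycle and pyruvate dehydrogenase, 7 fell with IL4-EVs (9 adjusted over the list alone) and 6 with MSC-EVs (7), 0 rose, and 9 and 10 did not pass, with medians of −0.274 and −0.153, but after cyclic loess 1 rose with each and 4 and 5 fell. Camera gave adjusted p = 4.9e-06 and 0.00487, and adjusted p = 0.0869 and 0.241 with an estimated correlation. The 7 became 4 without CTRL replicate 1, CTRL replicate 2, IL4-EVs replicate 1, 2 or 3, or MSC-EVs replicate 1. Of 4 complex II genes 3 fell with each EV type (3 and 3 over the list alone, where 1 rose with MSC-EVs), 0 rose and 1 did not pass (camera adjusted p = 0.00257 and 0.00789; adjusted p = 0.0645 and 0.0881 with an estimated correlation), and under quantile and cyclic loess scaling 1 rose with MSC-EVs.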

A final validation was provided by interrogating the top enriched KEGG terms, which were related to oxidative phosphorylation and ribosomes, as well as to many neurodegenerative diseases (Huntington, Parkinson, and Alzheimer diseases, amyotrophic lateral sclerosis) characterized by impaired oligodendrocyte differentiation as well as mitochondrial dysfunction (Fig. 3F).

Next, Metascape was used to analyze the protein–protein interaction (PPI) network among DEGs modulated by IL4-EVs or MSC-EVs compared to the CTRL group and its functional organization (Fig. 4A). The Molecular Complex Detection (MCODE) algorithm was applied to identify densely connected components. Each MCODE cluster was then subjected to independent enrichment analysis to determine the top-scoring terms that best describe the associated biological functions. This analysis identified eight significant MCODE clusters, each comprising gene subsets whose protein products physically interact with at least one other protein in the list (Fig. 4B). 

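Most mitochondrial ribosomal protein genes fell, 55 of 74 with IL4-EVs and 54 with MSC-EVs (72 and 70 adjusted over the list alone), with 0 risen, 19 and 20 not passing, and medians of −0.388 and −0.384 log2 units. Mrpl50 went from 11.57 ± 0.064 in CTRL to 10.56 ± 0.094 with IL4-EVs and 10.62 ± 0.16 with MSC-EVs (mean ± SD, n = 3; −1.01 and −0.95, SE 0.106, adjusted p 0.0013 and 0.000471). Of 18 nuclear ATP synthase genes 14 and 16 fell (16 and 18 over the list alone), 0 rose, and 4 and 2 did not pass, with Atp5mpl at −0.94 (SE 0.103, adjusted p 0.0013) and −0.93 (0.000468). With IL4-EVs the 55 became 31 without CTRL replicate 1 and 36, 32 and 36 without IL4-EVs replicates 1, 2 and 3, and the 14 became 9 without CTRL replicate 1 or 2 or IL4-EVs replicate 2 or 3.

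Of 31 proteasome genes 27 fell with IL4-EVs and 24 with MSC-EVs (29 and 26 over the list alone), 0 rose, and 4 and 7 did not pass. Psmb6 went from 10.49 ± 0.018 in CTRL to 9.678 ± 0.11 and 9.629 ± 0.067 (−0.81 and −0.86, SE 0.0714, adjusted p 0.00111 and 0.000214). Translation initiation factors were mixed. Of 27, 13 fell and 2 rose with IL4-EVs and 16 fell and 2 rose with MSC-EVs (18 fell and 4 rose, and 19 fell and 3 rose, over the list alone), and 12 and 9 did not pass. Eif2a changed by −0.66 (SE 0.061, adjusted p 0.00124) and −0.65 (0.000271). With IL4-EVs 12 fell and 1 rose without CTRL replicate 1, IL4-EVs replicate 2 or IL4-EVs replicate 3. Under quantile or cyclic loess scaling 12 fell and 4 rose with IL4-EVs and 13 fell and 5 rose with MSC-EVs. Each of the 4 lists was below the other genes in camera at adjusted p under 0.05, and none with an estimated correlation. For mitochondrial ribosomal proteins, ATP synthase, proteasome and initiation factors the latter gave adjusted p = 0.0536, 0.0536, 0.0536 and 0.179 with IL4-EVs and 0.0829, 0.0829, 0.0881 and 0.241 with MSC-EVs.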

Interestingly, the MCODE clusters were found to be related to respiratory electron transport, mitochondrial translation, and ATPase complex, as well as proteasome and translation initiation factor activity (Fig. 4B). Hence, these results indicate that the pro-differentiating effects of microglial IL4 EVs and MSC-EVs on target OPCs involve a significant rewiring of mitochondrial functions.

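No respiratory chain subunit was found to differ between the 2 EV types, which does not show that they act alike. Directly compared, 0 of the 74 nuclear OXPHOS genes differed between MSC-EVs and IL4-EVs in limma (0 adjusted over the list alone, 4 at unadjusted p under 0.05), and their median difference was −0.0366 log2 units. Ndufa8 changed by −0.70 with IL4-EVs and −0.70 with MSC-EVs (SE 0.0924, n = 3, adjusted p 0.00205 and 0.000848), and the ATP synthase subunit Atp5g2 by −0.64 and −0.73 (SE 0.0841, adjusted p 0.00212 and 0.000505). The paper tests the DEG list of each EV type for enriched annotations and reports those shared between the 2 lists, with the inner membrane and ribosomes at the top of the cellular components. It then finds respiratory electron transport, mitochondrial translation, proteasome and translation initiation among clusters of interacting proteins. It takes these results to indicate a significant rewiring of mitochondrial functions behind the pro-differentiating effects of both EV types. None of the 13 mRNAs encoded by mitochondrial DNA was measured on its own, and neither ATP, respiration nor protein was measured by these arrays.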

**Fig. 4:**
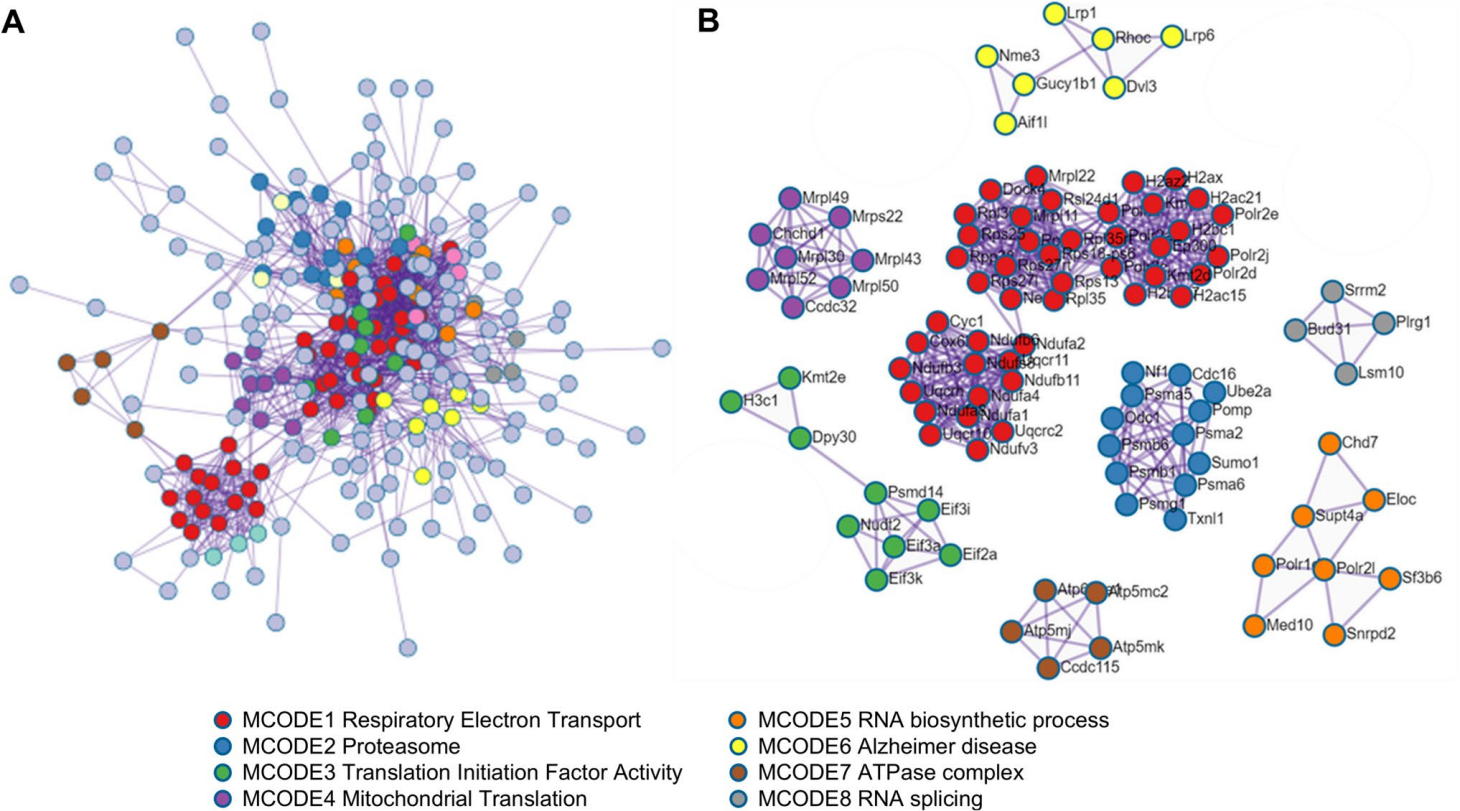
Protein–protein interaction network modulated by microglial EVs in recipient OPCs. (**A-B**) Protein–protein interaction network (A) and MCODE clusters (B) shared by the DEG lists of OPCs exposed to IL4-EVs or MSC-EVs compared to CTRL

### Upstream Regulators Driving the Effects of Pro-Regenerative Microglia-Derived EVs on OPC Maturation

Finally, the X2K web tool (Clarke et al. 2018) has been exploited to infer the upstream regulatory networks responsible for the transcriptional changes induced by IL4-EVs and MSC-EVs in recipient OPCs. This approach revealed a large overlap between the two datasets in the top hit transcription factors (Fig. 5A, B), including TAF1 (targeting 158 and 207 DEGs, respectively) and YY1 (targeting 128 and 167 DEGs, respectively). Additionally, this analysis showed common top hit upstream kinases across the two datasets (Fig. 5C, D), including CSNK2A1 (targeting 36 and 84 DEGs, respectively), MAPK14 (targeting 30 and 58 DEGs, respectively), and CDK1 (targeting 35 and 73 DEGs, respectively). Visualization of full upstream regulatory networks, formed by predicted kinase-intermediate protein-transcription factor axes, allowed the identification of common hub transcription factors, such as TAF1, YY1, PML, GABPA, CREB1, ATF2, and ZMLZ1, and shared hub kinases, including CDK4. ERK1, and CK2ALPHA, across the two datasets (Fig. 5E, F). Altogether, these results indicate that IL4-EVs and MSC-EVs converge on common regulatory networks in OPCs, highlighting key transcription factors and kinases that could play pivotal roles in driving oligodendrocyte differentiation and may serve as potential therapeutic targets.

**Fig. 5:**
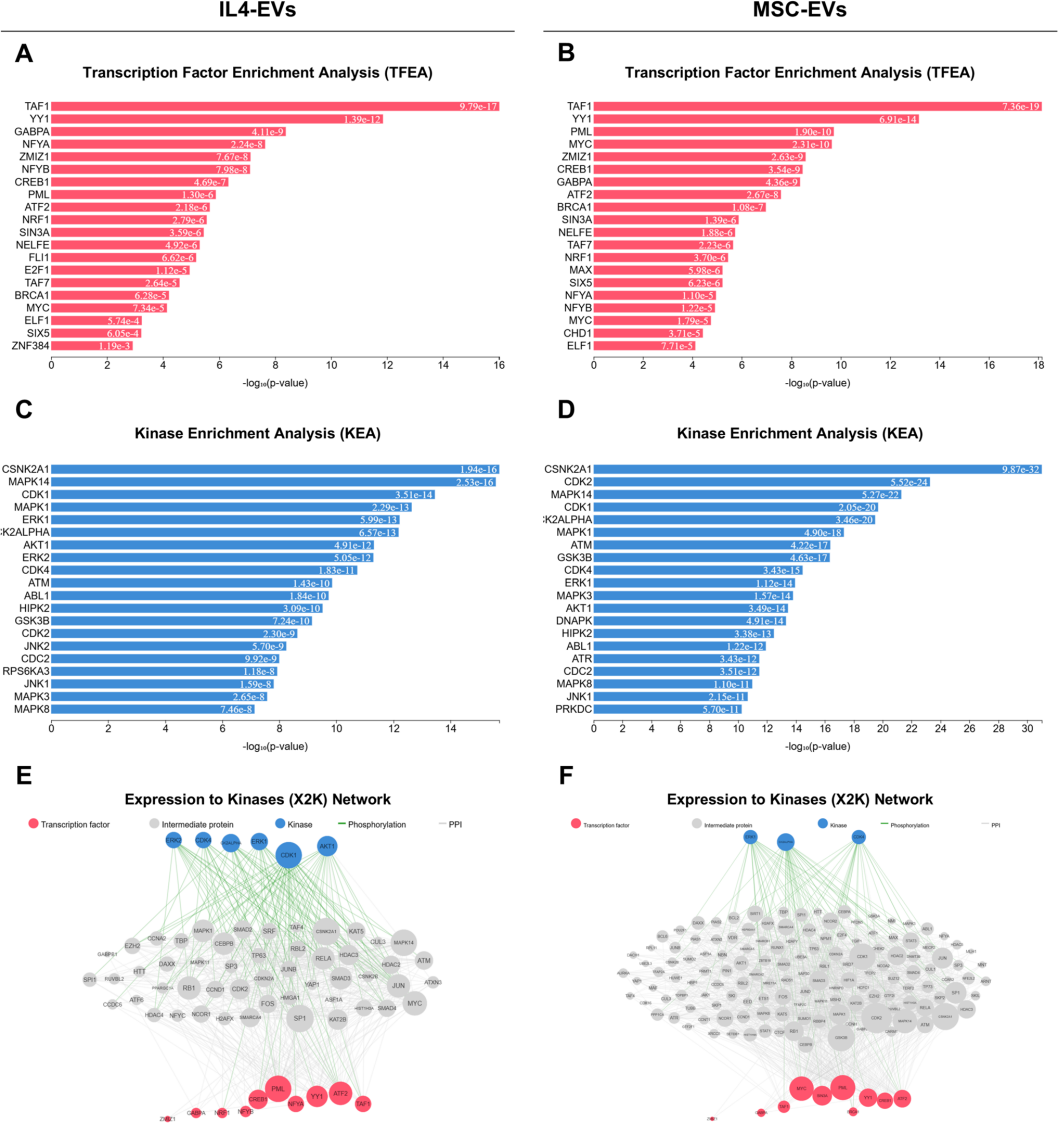
(**A-B**) Upstream transcription factors predicted by the X2K tool to regulate the transcriptional changes induced by IL4-EVs (A) or MSC-EVs (B) in recipient OPCs. (**C-D**) Upstream kinases predicted by the X2K tool to mediate the transcriptional changes induced by IL4-EVs (C) or MSC-EVs (D) in recipient OPCs. (**E–F**) X2K upstream regulatory network visualization for IL4-EVs (E) and MSC-EVs (F), depicting transcription factors (red nodes), intermediate protein/transcription factor interactors (white nodes), and kinases (blue nodes), with connecting lines indicating protein–protein interactions (PPIs) between factors and their interactors (white lines) and phosphorylation of kinases (green lines)

## Discussion

In this study, we provide a comprehensive comparative analysis of the transcriptional responses of OPCs to distinct microglial EV subtypes. We demonstrate that EVs derived from pro-regenerative microglia, specifically induced by stimulation with IL4 or co-culture with MSCs, promote the maturation of recipient OPCs by transcriptional reprogramming of mitochondrial and bioenergetic pathways. In contrast, EVs from pro-inflammatory microglia (i-EVs) induced minimal transcriptional changes compared to CTRL. Importantly, IL4-EVs and MSC-EVs elicited profound shifts in gene expression, converging on processes related to oxidative phosphorylation, mitochondrial organization, and translational machinery, revealing shared pathways triggered by these EV subtypes. Computational inference of upstream regulatory networks further revealed overlapping transcription factors and kinases, such as TAF1, YY1, CSNK2A1, and MAPK14, as candidate regulators of OPC differentiation modulated by microglial EVs. Together, these findings advance our understanding of how microglial EV heterogeneity shapes OPC transcriptional programs and identify mitochondrial rewiring as a central mechanism underlying microglial EV-driven OPC maturation, offering new targets for remyelination therapies.

The essential role of mitochondria in oligodendrocyte differentiation has gained increasing recognition. OPC maturation demands high energy expenditure for lipid biosynthesis and membrane assembly (Rosko et al. 2019; Marangon et al. 2020; Tepavčević 2021). Accordingly, prior work has linked mitochondrial dysfunction to remyelination failure (Madsen et al. 2017; de Barcelos et al. 2019; Meyer and Rinholm 2021; López-Muguruza and Matute 2023). Here, we provide direct evidence that endogenous pro-regenerative signals delivered via microglial EVs regulate the expression of mitochondrial respiratory chain components and ATP-synthase subunits in OPCs. Notably, both IL4-EVs and MSC-EVs enhanced expression of genes encoding inner membrane and ribosomal proteins, suggesting coordinated augmentation of oxidative metabolism and mitochondrial translation. This dual modulation may accelerate OPC bioenergetics, favoring the energy-intensive process of myelin sheath biogenesis.

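Genes of OXPHOS subunits and of ribosomal proteins had lower RNA levels with both EV types in these arrays. With an estimated correlation the lists of complexes and ribosomal proteins lost their camera calls (adjusted p 0.0536 to 0.0881). The OXPHOS genes as 1 group, tested without adjustment, kept p under 0.05 in that setting with both EV types. Uqcrc2, a core subunit of complex III, changed by −0.67 log2 units with IL4-EVs and −0.70 with MSC-EVs (SE 0.0881, n = 3, adjusted p 0.00212 and 0.000721), Uqcr11 by −0.70 and −0.64 (SE 0.0749, adjusted p 0.0013 and 0.00056), the mitochondrial ribosomal protein gene Mrps22 by −0.66 and −0.75 (SE 0.091, adjusted p 0.00236 and 0.000579), and the cytosolic Rps7 by −0.49 and −0.61 (SE 0.065, adjusted p 0.00212 and 0.000416). All 74 mitochondrial ribosomal protein genes and 73 of the 74 nuclear OXPHOS genes lay below CTRL with each EV type, whether or not they passed. After quantile or cyclic loess scaling of the arrays 1 OXPHOS gene rose with MSC-EVs and 56 or 53 fell. Short mRNAs of other functions also had lower levels with both EV types, by a similar median, and very long mRNAs higher ones. RMA values compare each gene with the other RNAs of the same sample, so an even change of all RNAs would not be seen.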

Our results align with and extend previous studies on microglia–OPC crosstalk mediated by EVs. Microglial EV cargo, including bioactive proteins and lipids, has been implicated in OPC maturation and myelination (Lombardi et al. 2019, 2024; Raffaele et al. 2021b). Here, transcriptomic analysis reveals that these multifaceted signals converge on a common intracellular program centered on mitochondrial enhancement. This is in line with our previous data showing that membrane-bound TNF packaged in microglial EVs acts as a trophic cue by activating TNFR2 in recipient OPCs, which was shown to play a key role in regulating oligodendrocyte bioenergetics and subsequent maturation (Madsen et al. 2016; Raffaele et al. 2020, 2021b; Desu et al. 2021). In addition, EV-carried endocannabinoids, whose receptors are largely located in mitochondrial membranes, were shown to significantly promote OPC maturation, likely due to their impact on mitochondrial dynamics and energy homeostasis (Lipina et al. 2014; Molina-Holgado et al. 2023; Lombardi et al. 2024). The substantial overlap between IL4-EV and MSC-EV targets implies that, despite differences in EV composition, pro-regenerative microglial states deliver a conserved pro-differentiation message to OPCs. In contrast, i-EVs, enriched in inflammatory mediators, failed to drive the same metabolic shift, underscoring the importance of EV content in directing OPC fate.

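With i-EVs the OXPHOS genes also lay below CTRL, by a median of −0.246 log2 units, and 1 of 74 fell over all clusters (45 adjusted over the list alone, 0 rose, 73 not passing). Directly against i-EVs, 0 of 74 fell with IL4-EVs in limma (39 over the list alone, 47 at unadjusted p under 0.05), median −0.235, and 11 with MSC-EVs (46), median −0.265, with 0 risen in either and 74 and 63 not passing. As 1 group they were lower than with i-EVs in camera for IL4-EVs (p = 2.03e-30, and 0.0136 with an estimated correlation) and MSC-EVs (p = 2.95e-22 and 0.0286). Relative to i-EVs, Sdhd stood at −0.49 log2 units with MSC-EVs (SE 0.0847, n = 3, adjusted p 0.027, lost at 0.0925, 0.0631 and 0.055 without i-EVs replicates 1 and 3 and MSC-EVs replicate 1) and at −0.40 with IL4-EVs (adjusted p 0.432). The single gene that fell with i-EVs over all clusters was lost, leaving 0, without CTRL replicate 1, 2 or 3, i-EVs replicate 2 or 3, or IL4-EVs replicate 1, 2 or 3, whereas 21 fell without i-EVs replicate 1, 18 without MSC-EVs replicate 3 and 2 without MSC-EVs replicate 2. The count was 30 among clusters of a mean of at least 6 log2 units, 23 with the mean over all clusters of a gene, 8 with array weights, 0 with only the 2 groups fitted and, in a test chosen after the data were seen, 4 with the cell cycle level as a covariate. The 11 that were lower with MSC-EVs than with i-EVs became 6, 5 and 7 without CTRL replicates 1, 2 and 3, and 5, 7 and 5 without IL4-EVs replicates 1, 2 and 3. They became 1 without MSC-EVs replicate 1 or 3, and 0 and 1 without i-EVs replicates 1 and 3.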

Upstream network analysis pinpointed several transcription factors and kinases that may orchestrate mitochondrial gene programs in response to EV signals. The transcription factor YY1, previously implicated in regulating the transition of proliferating OPCs toward differentiation (He et al. 2007), has been highlighted by several studies as a key actor in mitochondrial bioenergetics required for the regeneration of skeletal muscles (Cunningham et al. 2007; Blättler et al. 2012; Chen et al. 2019), although its specific impact on oligodendrocyte energy metabolism has never been investigated. On the other end, inhibition of TAF1, a transcriptional co-activator associated with neurodevelopmental phenotypes and intellectual disability whose function in oligodendrocytes is still unknown (Crombie et al. 2024), has been previously shown to regulate the expression of genes involved in mitochondrial metabolism in cardiac cells (Leigh et al. 2023). Among kinases, MAPK14/p38 and CSNK2A1/CK2 are known regulators of stress responses and mitochondrial dynamics and their involvement in OPC differentiation has been already suggested by previous studies (Huillard et al. 2010; Chung et al. 2015; Haines et al. 2015; Bastian et al. 2019). By identifying these nodes, our work provides testable hypotheses for the molecular intermediates linking EV uptake to OPC metabolic remodeling. Future functional assays, such as pharmacological inhibition or genetic manipulation of these factors in OPCs, will be instrumental in validating their roles and uncovering possible targets to modulate oligodendrocyte bioenergetics and remyelination.

Therapeutically, EV-based approaches offer distinct advantages over cell transplantation or systemic drug administration. EVs can cross biological barriers, exhibit low immunogenicity, and can be engineered for targeted delivery (Wiklander et al. 2019; Gabrielli et al. 2022b). Our findings suggest that loading EVs with cargo enhancing mitochondrial function could potentiate remyelination in vivo. Moreover, small molecules or peptides that mimic EV-induced activation of key transcription factors or kinases may serve as mitochondria-targeted therapeutics. Importantly, the robust convergence of IL4-EVs and MSC-EVs on mitochondrial pathways indicates that diverse regenerative stimuli could be harnessed to produce EVs with similar efficacies, broadening their translational potential.

Several limitations should be acknowledged. First, our transcriptomic profiling was performed at an early differentiation time point (24 h) in vitro to catch the first changes induced by exposure to microglial EVs, which may not fully capture the temporal dynamics of gene expression during OPC maturation and myelination. Longitudinal studies integrating proteomic and metabolomic analyses would deepen insight into the functional consequences of early transcriptional rewiring. Second, although our bioinformatic analyses suggested candidate pathways, transcription factors, and kinases as potential regulators of OPC maturation mediated by microglial EVs, here we did not perform direct validation of these targets at the protein level, which limits the ability to confirm their functional relevance in vitro or in vivo. Third, in the present study we did not directly quantify EV number or protein content, so subtle differences in EV yield between conditions cannot be fully excluded; however, the treatment design based on donor-to-recipient cell ratios was informed by our previous work showing comparable EV secretion across conditions (Lombardi et al. 2019; Raffaele et al. 2021b). Last, the heterogeneity of EV subpopulations (based on their different size and biogenesis) and their individual contributions remain to be elucidated. Future efforts combining high-resolution EV isolation with single-vesicle analysis could refine our understanding of the active EV species.

In conclusion, this work uncovers mitochondrial rewiring as a fundamental mechanism by which pro-regenerative microglial EVs promote OPC differentiation. By defining the transcriptomic landscape and upstream regulatory networks induced in target OPCs, we lay the groundwork for developing EV-based, mitochondria-targeted interventions to enhance remyelination in diverse CNS disorders. Further exploration of microglial EV-OPC signaling axes promises to yield novel strategies for preserving white matter integrity and fighting neurological disabilities.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

Microarray raw data are available in the GEO database (accession number: GSE304130). Further information and data that support the findings of this study are available from the corresponding authors upon reasonable request.

## References

[CR1] Ashburner M, Ball CA, Blake JA et al (2000) Gene ontology: tool for the unification of biology. Nat Genet. 10.1038/7555610802651 10.1038/75556PMC3037419

[CR2] Back SA (2017) White matter injury in the preterm infant: pathology and mechanisms. Acta Neuropathol 134:33128534077 10.1007/s00401-017-1718-6PMC5973818

[CR3] Bader GD, Hogue CWV (2003) An automated method for finding molecular complexes in large protein interaction networks. BMC Bioinformatics. 10.1186/1471-2105-4-212525261 10.1186/1471-2105-4-2PMC149346

[CR4] Bastian C, Quinn J, Tripathi A et al (2019) CK2 inhibition confers functional protection to young and aging axons against ischemia by differentially regulating the CDK5 and AKT signaling pathways. Neurobiol Dis 126:47–61. 10.1016/j.nbd.2018.05.01129944965 10.1016/j.nbd.2018.05.011PMC9084539

[CR5] Bianco F, Pravettoni E, Colombo A et al (2005) Astrocyte-derived ATP induces vesicle shedding and IL-1β release from microglia. J Immunol 174:7268–7277. 10.4049/jimmunol.174.11.726815905573 10.4049/jimmunol.174.11.7268

[CR6] Blättler SM, Verdeguer F, Liesa M et al (2012) Defective mitochondrial morphology and bioenergetic function in mice lacking the transcription factor Yin Yang 1 in skeletal muscle. Mol Cell Biol. 10.1128/mcb.00337-1222711985 10.1128/MCB.00337-12PMC3434543

[CR7] Bonfanti E, Bonifacino T, Raffaele S et al (2020) Abnormal upregulation of GPR17 receptor contributes to oligodendrocyte dysfunction in SOD1 G93A mice. Int J Mol Sci 21:2395. 10.3390/IJMS2107239532244295 10.3390/ijms21072395PMC7177925

[CR8] Chen F, Zhou J, Li Y et al (2019) YY 1 regulates skeletal muscle regeneration through controlling metabolic reprogramming of satellite cells. EMBO J. 10.15252/embj.20189972730979776 10.15252/embj.201899727PMC6518041

[CR9] Cheng YJ, Wang F, Feng J et al (2024) Prolonged myelin deficits contribute to neuron loss and functional impairments after ischaemic stroke. Brain 147:1294–1311. 10.1093/brain/awae02938289861 10.1093/brain/awae029

[CR10] Chung S-H, Biswas S, Selvaraj V et al (2015) The p38α mitogen-activated protein kinase is a key regulator of myelination and remyelination in the CNS. Cell Death Dis 6:e1748–e1748. 10.1038/cddis.2015.11925950478 10.1038/cddis.2015.119PMC4669698

[CR11] Clarke DJB, Kuleshov MV, Schilder BM et al (2018) EXpression2Kinases (X2K) Web: linking expression signatures to upstream cell signaling networks. Nucleic Acids Res. 10.1093/nar/gky45829800326 10.1093/nar/gky458PMC6030863

[CR12] Crombie EM, Cleverley K, Timmers HTM, Fisher EMC (2024) The roles of TAF1 in neuroscience and beyond. R Soc Open Sci. 10.1098/rsos.24079039323550 10.1098/rsos.240790PMC11423858

[CR13] Cunningham JT, Rodgers JT, Arlow DH et al (2007) mTOR controls mitochondrial oxidative function through a YY1-PGC-1α transcriptional complex. Nature. 10.1038/nature0632218046414 10.1038/nature06322

[CR14] de Barcelos IP, Troxell RM, Graves JS (2019) Mitochondrial dysfunction and multiple sclerosis. Biology 8:37. 10.3390/biology802003731083577 10.3390/biology8020037PMC6627385

[CR15] Desu HL, Illiano P, Choi JS et al (2021) TNFR2 signaling regulates the immunomodulatory function of oligodendrocyte precursor cells. Cells 10:1785. 10.3390/cells1007178534359956 10.3390/cells10071785PMC8306473

[CR16] Festa LK, Grinspan JB, Jordan-Sciutto KL (2024) White matter injury across neurodegenerative disease. Trends Neurosci 47:47–57. 10.1016/j.tins.2023.11.00338052682 10.1016/j.tins.2023.11.003PMC10842057

[CR17] Franklin RJM, Ffrench-Constant C (2017) Regenerating CNS myelin - from mechanisms to experimental medicines. Nat Rev Neurosci 18:753–76929142295 10.1038/nrn.2017.136

[CR18] Gabrielli M, Battista N, Riganti L et al (2015) Active endocannabinoids are secreted on extracellular membrane vesicles. EMBO Rep 16:213–220. 10.15252/embr.20143966825568329 10.15252/embr.201439668PMC4328748

[CR19] Gabrielli M, Prada I, Joshi P et al (2022a) Microglial large extracellular vesicles propagate early synaptic dysfunction in Alzheimer’s disease. Brain. 10.1093/BRAIN/AWAC08335254410 10.1093/brain/awac083PMC9420022

[CR20] Gabrielli M, Raffaele S, Fumagalli M, Verderio C (2022b) The multiple faces of extracellular vesicles released by microglia: where are we 10 years after? Front Cell Neurosci. 10.3389/FNCEL.2022.98469036176630 10.3389/fncel.2022.984690PMC9514840

[CR21] Gualerzi A, Lombardi M, Verderio C (2021) Microglia-oligodendrocyte intercellular communication: role of extracellular vesicle lipids in functional signalling. Neural Regen Res 16:1194. 10.4103/1673-5374.30043033269772 10.4103/1673-5374.300430PMC8224135

[CR22] Haines JD, Fulton DL, Richard S, Almazan G (2015) P38 mitogen-activated protein kinase pathway regulates genes during proliferation and differentiation in oligodendrocytes. PLoS ONE 10:e0145843. 10.1371/journal.pone.014584326714323 10.1371/journal.pone.0145843PMC4699908

[CR23] He Y, Dupree J, Wang J et al (2007) The transcription factor Yin Yang 1 is essential for oligodendrocyte progenitor differentiation. Neuron. 10.1016/j.neuron.2007.06.02917640524 10.1016/j.neuron.2007.06.029PMC2034312

[CR24] Huillard E, Ziercher L, Blond O et al (2010) Disruption of *CK2* β in embryonic neural stem cells compromises proliferation and oligodendrogenesis in the mouse telencephalon. Mol Cell Biol 30:2737–2749. 10.1128/MCB.01566-0920368359 10.1128/MCB.01566-09PMC2876519

[CR25] Irizarry RA, Bolstad BM, Collin F et al (2003) Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res 31:e15. 10.1093/nar/gng01512582260 10.1093/nar/gng015PMC150247

[CR26] Kanehisa M, Furumichi M, Sato Y et al (2023) KEGG for taxonomy-based analysis of pathways and genomes. Nucleic Acids Res. 10.1093/nar/gkac96336300620 10.1093/nar/gkac963PMC9825424

[CR27] Kedia S, Simons M (2025) Oligodendrocytes in Alzheimer’s disease pathophysiology. Nat Neurosci 28:446–456. 10.1038/s41593-025-01873-x39881195 10.1038/s41593-025-01873-x

[CR28] Keenan AB, Torre D, Lachmann A et al (2019) ChEA3: transcription factor enrichment analysis by orthogonal omics integration. Nucleic Acids Res. 10.1093/nar/gkz44631114921 10.1093/nar/gkz446PMC6602523

[CR29] Kent SA, Miron VE (2023) Microglia regulation of central nervous system myelin health and regeneration. Nat Rev Immunol 2023:1–15. 10.1038/s41577-023-00907-410.1038/s41577-023-00907-437452201

[CR30] Kuleshov MV, Xie Z, London ABK et al (2021) Kea3: improved kinase enrichment analysis via data integration. Nucleic Acids Res. 10.1093/nar/gkab35934019655 10.1093/nar/gkab359PMC8265130

[CR31] Leigh RS, Välimäki MJ, Kaynak BL, Ruskoaho HJ (2023) TAF1 bromodomain inhibition as a candidate epigenetic driver of congenital heart disease. Biochimica Et Biophysica Acta (BBA) - Mol Basis Dis 1869:166689. 10.1016/j.bbadis.2023.16668910.1016/j.bbadis.2023.16668936958711

[CR32] Li Y, Liu Z, Song Y et al (2022) M2 microglia-derived extracellular vesicles promote white matter repair and functional recovery via miR-23a-5p after cerebral ischemia in mice. Theranostics 12:3553–3573. 10.7150/THNO.6889535547763 10.7150/thno.68895PMC9065182

[CR33] Lipina C, Irving AJ, Hundal HS (2014) Mitochondria: a possible nexus for the regulation of energy homeostasis by the endocannabinoid system? Am J Physiol Endocrinol Metab. 10.1152/ajpendo.00100.201424801388 10.1152/ajpendo.00100.2014

[CR34] Lloyd AF, Miron VE (2019) The pro-remyelination properties of microglia in the central nervous system. Nat Rev Neurol. 10.1038/s41582-019-0184-231256193 10.1038/s41582-019-0184-2

[CR35] Lombardi M, Parolisi R, Scaroni F et al (2019) Detrimental and protective action of microglial extracellular vesicles on myelin lesions: astrocyte involvement in remyelination failure. Acta Neuropathol 138:987–1012. 10.1007/s00401-019-02049-131363836 10.1007/s00401-019-02049-1PMC6851224

[CR36] Lombardi M, Scaroni F, Gabrielli M et al (2024) Extracellular vesicles released by microglia and macrophages carry endocannabinoids which foster oligodendrocyte differentiation. Front Immunol. 10.3389/fimmu.2024.133121038464529 10.3389/fimmu.2024.1331210PMC10921360

[CR37] López-Muguruza E, Matute C (2023) Alterations of oligodendrocyte and myelin energy metabolism in multiple sclerosis. Int J Mol Sci. 10.3390/ijms24161291237629092 10.3390/ijms241612912PMC10454078

[CR38] Madsen PM, Motti D, Karmally S et al (2016) Oligodendroglial TNFR2 mediates membrane TNF-dependent repair in experimental autoimmune encephalomyelitis by promoting oligodendrocyte differentiation and remyelination. J Neurosci 36:5128–5143. 10.1523/JNEUROSCI.0211-16.201627147664 10.1523/JNEUROSCI.0211-16.2016PMC4854972

[CR39] Madsen PM, Pinto M, Patel S et al (2017) Mitochondrial DNA double-strand breaks in oligodendrocytes cause demyelination, axonal injury, and CNS inflammation. J Neurosci 37:10185–10199. 10.1523/JNEUROSCI.1378-17.201728931570 10.1523/JNEUROSCI.1378-17.2017PMC5647772

[CR40] Marangon D, Boccazzi M, Lecca D, Fumagalli M (2020) Regulation of oligodendrocyte functions: targeting lipid metabolism and extracellular matrix for myelin repair. J Clin Med 9:470. 10.3390/jcm902047032046349 10.3390/jcm9020470PMC7073561

[CR41] Marangon D, Audano M, Pedretti S et al (2022) Rewiring of glucose and lipid metabolism induced by G protein-coupled receptor 17 silencing enables the transition of oligodendrocyte progenitors to myelinating cells. Cells 11:2369. 10.3390/cells1115236935954217 10.3390/cells11152369PMC9368002

[CR42] Meyer N, Rinholm JE (2021) Mitochondria in myelinating oligodendrocytes: slow and out of breath? Metabolites. 10.3390/metabo1106035934198810 10.3390/metabo11060359PMC8226700

[CR43] Milacic M, Beavers D, Conley P et al (2024) The Reactome pathway knowledgebase 2024. Nucleic Acids Res. 10.1093/nar/gkad102537941124 10.1093/nar/gkad1025PMC10767911

[CR44] Molina-Gonzalez I, Miron VE, Antel JP (2022) Chronic oligodendrocyte injury in central nervous system pathologies. Commun Biol 5:1274. 10.1038/s42003-022-04248-136402839 10.1038/s42003-022-04248-1PMC9675815

[CR45] Molina-Holgado E, Esteban PF, Arevalo-Martin Á et al (2023) Endocannabinoid signaling in oligodendroglia. Glia. 10.1002/glia.2418035411970 10.1002/glia.24180

[CR46] Oughtred R, Stark C, Breitkreutz BJ et al (2019) The BioGRID interaction database: 2019 update. Nucleic Acids Res. 10.1093/nar/gky107930476227 10.1093/nar/gky1079PMC6324058

[CR47] Prada I, Gabrielli M, Turola E et al (2018) Glia-to-neuron transfer of miRNAs via extracellular vesicles: a new mechanism underlying inflammation-induced synaptic alterations. Acta Neuropathol 135:529–550. 10.1007/s00401-017-1803-x29302779 10.1007/s00401-017-1803-xPMC5978931

[CR48] Raffaele S, Fumagalli M (2022) Dynamics of microglia activation in the ischemic brain : implications for myelin repair and functional recovery. Front Cell Neurosci 16:1–10. 10.3389/fncel.2022.95081910.3389/fncel.2022.950819PMC930946635899017

[CR49] Raffaele S, Lombardi M, Verderio C, Fumagalli M (2020) TNF production and release from microglia via extracellular vesicles: impact on brain functions. Cells 9:214532977412 10.3390/cells9102145PMC7598215

[CR50] Raffaele S, Boccazzi M, Fumagalli M (2021a) Oligodendrocyte dysfunction in amyotrophic lateral sclerosis: mechanisms and therapeutic perspectives. Cells 10:565. 10.3390/cells1003056533807572 10.3390/cells10030565PMC8000560

[CR51] Raffaele S, Gelosa P, Bonfanti E et al (2021b) Microglial vesicles improve post-stroke recovery by preventing immune cell senescence and favoring oligodendrogenesis. Mol Ther 29:1439–1458. 10.1016/j.ymthe.2020.12.00933309882 10.1016/j.ymthe.2020.12.009PMC8058432

[CR52] Rosko L, Smith VN, Yamazaki R, Huang JK (2019) Oligodendrocyte bioenergetics in health and disease. Neuroscientist 25:334–34330122106 10.1177/1073858418793077PMC6745601

[CR53] Szklarczyk D, Kirsch R, Koutrouli M et al (2023) The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. Nucleic Acids Res. 10.1093/nar/gkac100036370105 10.1093/nar/gkac1000PMC9825434

[CR54] Tepavčević V (2021) Oligodendroglial energy metabolism and (Re)myelination. Life. 10.3390/life1103023833805670 10.3390/life11030238PMC7998845

[CR55] Vanherle S, Guns J, Loix M et al (2023) Extracellular vesicle-associated cholesterol supports the regenerative functions of macrophages in the brain. J Extracell Vesicles. 10.1002/jev2.1239438124258 10.1002/jev2.12394PMC10733568

[CR56] Welsh JA, Goberdhan DCI, O’Driscoll L et al (2024) Minimal information for studies of extracellular vesicles (MISEV2023): from basic to advanced approaches. J Extracell Vesicles. 10.1002/jev2.1240438326288 10.1002/jev2.12404PMC10850029

[CR57] Wiklander OPB, Brennan M, Lötvall J et al (2019) Advances in therapeutic applications of extracellular vesicles. Sci Transl Med 11:1–16. 10.1126/scitranslmed.aav852110.1126/scitranslmed.aav8521PMC710441531092696

[CR58] Zappia E, Casazza S, Pedemonte E et al (2005) Mesenchymal stem cells ameliorate experimental autoimmune encephalomyelitis inducing t-cell anergy. Blood 106:1755–1761. 10.1182/blood-2005-04-149615905186 10.1182/blood-2005-04-1496

[CR59] Zhou Y, Zhou B, Pache L et al (2019) Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun. 10.1038/s41467-019-09234-630944313 10.1038/s41467-019-09234-6PMC6447622

How the deposited data were processed for this re-analysis (not part of the article)

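RNA was measured in primary mouse OPCs treated with medium alone (CTRL), i-EVs, IL4-EVs or MSC-EVs, with 3 samples per group and 1 Clariom D array per sample. The sample labels name group and replicate number, and the groups match those in the paper's methods. All 12 arrays were used and no column was left without a sample.

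The authors deposited intensity values made by RMA, with perfect-match probes, background correction, quantile normalization over the 12 arrays and summarization to transcript clusters on the log2 scale, and then turned back to a linear scale (3.34 to 999968). The methods name the TAC 4.0 software, and the submitters' processing notes name Affymetrix Expression Console without a version. The genome build of the array annotation is not given in the sources used here, so no coordinates of that annotation were used. A second deposited table holds the same intensity values (largest difference 4.44e-16 log2 units) and served as a check. The deposited table holds 65535 clusters, as many as an old spreadsheet format holds under a header line. By the names of its clusters it ends within chromosome 19, so the last clusters of that chromosome may be lacking, and genes among them count as not measured. Linear values were turned to log2 without a pseudocount, since none was 0.

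Gene symbols came from the array annotation. Of the clusters, 22373 matched a RefSeq gene (GRCm38.p6) through the gene ID, which gave the class of the gene, such as protein-coding. For gene lists and named genes 1 cluster per gene was kept, the one with the highest mean, which left 30077 genes. A mean of 6 log2 units was the minimum for naming a gene among the largest changes and for the filter on dim clusters, which 13061 clusters passed.

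The linear model of limma 3.58.1 (R 4.3.3, data.table 1.17.8) had 1 mean per group, 8 residual degrees of freedom and empirical Bayes moderation with 3.46 prior degrees of freedom. All 6 comparisons between groups were tested and p-values adjusted by Benjamini-Hochberg within each comparison. Sizes are log2 fold changes with the standard error of the fit, and ± gives the SD of 3 arrays. DEGs needed a fold of at least 1.5 and adjusted p under 0.05. Genes named in the text are the 5 highest and 5 lowest DEGs of each comparison with CTRL that carry 1 symbol (no predicted gene, pseudogene, microRNA or small nucleolar RNA), pass the minimum mean and do not overlap between the groups, up to 3 genes of each list with the smallest p, and genes the paper names. The values of the paper's Supplementary Table 1 had been seen when this rule was written.

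There were 34 gene lists fixed before the deposited values were examined. One of them, the very long mRNAs, was written after the DEGs in the paper's Supplementary Table 1 had been read. Those for the paper's themes were chosen because the paper reports these themes from the same arrays. They cover nuclear subunits of complexes I, II, III and IV and of ATP synthase, OXPHOS mRNAs and tRNAs of mitochondrial DNA, the citric acid cycle with pyruvate dehydrogenase, mitochondrial and cytosolic ribosomal proteins, ribosomal protein pseudogenes, 5S ribosomal RNA genes, small nucleolar RNAs, the proteasome, translation initiation factors, glycolysis, cholesterol synthesis, genes of oligodendrocyte precursors, of committed precursors and of myelin, cell cycle genes, replication-dependent histones, markers of microglia, astrocytes, neurons, fibroblasts and endothelium, interferon, NF-kappaB, alternative activation, stress and unfolded protein, and immediate early and heat shock genes, very long mRNAs, and the regulators the paper infers. A list of short mRNAs of other functions was added after the data had been examined. Lists with enough measured genes (32) were tested with camera, at a preset correlation between genes of 0.01 and again with a correlation estimated from the residuals, and with fry. Fry tests a list without comparing it with other genes. At 0.05 it called 15, 17 and 19 of the 32 lists with i-EVs, IL4-EVs and MSC-EVs. One-sided Fisher's exact tests counted list members among the DEGs. The 5 OXPHOS lists were also tested together, as a single list without adjustment.

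Overlaps between comparisons that share CTRL were set beside the overlap of independent lists, and their correlations beside 100 simulated draws of unchanged groups. These draws took each cluster as independent, which genes of real arrays are not. PCA used all clusters. For clustering, the 1000 clusters with the largest F statistic over the 4 groups were row-scaled and joined by Euclidean distance and complete linkage. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).

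The procedure was tested on simulated data with 200 of 65535 clusters changed. For i-EVs, IL4-EVs and MSC-EVs against CTRL, 65%, 63% and 66.5% of clusters changed 1.5 fold were recovered at adjusted p under 0.05, 95.5%, 96.5% and 94% of those changed 2 fold, and 99%, 99.5% and 99.5% of those changed 3 fold. At both thresholds for DEGs, fewer of the 200 clusters changed 1.5 fold were called, 78, 69 and 87. Arrays have no depth, and their number, 3 per group, limits the precision. Array medians ran from 3.53 to 3.65 log2 units, the share of clusters at 6 or more from 19.6% to 20.2%, and the correlation of any 2 arrays was at least 0.9897.

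Alternatives set before the data were examined were fits on the 2 groups compared, without moderation, with an intensity trend, on clusters above the minimum mean, with the replicate number as a block, without each array in turn, with array weights, on the second table, after median centring, quantile normalization again or cyclic loess, with no fold threshold, a fold of 2, limma's treat against a fold of 1.2, or only clusters with 1 symbol, as well as the mean over a gene's clusters and other clusters or linkage for the tree. The 4 that needed transcript lengths were not run, because the reference used here gives no transcript lengths. Those added later are the cell cycle level as a covariate, the same without MSC-EVs replicate 3, random lists matched on the genomic span of the RefSeq gene and the mean, and the short mRNA list. The qPCR of the paper, its Metascape and X2K analyses and the MSC-EVs sheet of Supplementary Table 1, which is incomplete in the copy used here, were not analysed here.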

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

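The tests on short mRNAs, on lists matched for genomic span, on the cell cycle level as a covariate and on MSC-EVs replicate 3 were chosen only after the results were seen. What drew attention in the lists below is a signal, against CTRL, in gene groups other than the mitochondrial, translation, proteasome and regulator genes that the paper's text centres on. Each list given was called by camera at the preset correlation of 0.01, and none of the 32 tested passed with an estimated correlation.

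Ribosomal protein pseudogenes fell with IL4-EVs (103 of 199, 151 over the list alone, median −0.498 log2 units, adjusted p = 0.147 with an estimated correlation) and MSC-EVs (167, 190 over the list alone, median −0.744, 0.0981), and 0 rose. They are near-identical copies of ribosomal protein genes and can share probes with them. Their fall is therefore not shown to be separate from that of the ribosomal protein genes. With IL4-EVs the count was 57 without CTRL replicate 1, and 56 and 63 without IL4-EVs replicates 2 and 3. Rpl36-ps2 changed by −0.91 and −1.13 (SE 0.0893, n = 3, adjusted p 0.0013 and 0.000214).

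Very long mRNAs rose with IL4-EVs (34 of 46, 40 over the list alone, median 0.533, adjusted p = 0.0536 with an estimated correlation) and MSC-EVs (40, 42 over the list alone, median 0.668, 0.0829), and 0 fell. That list was written after the paper's table of DEGs had been read, so it was not chosen blind to these arrays. The motor protein gene Dync1h1 rose by 0.99 and 1.28 (SE 0.129, n = 3, adjusted p 0.00202 and 0.000346). Short mRNAs of other functions fell with IL4-EVs (40 of 66, 56 over the list alone, median −0.423) and MSC-EVs (48, 52 over the list alone, median −0.434). None of them rose, except 1 with MSC-EVs after cyclic loess. With IL4-EVs the 40 became 24 without CTRL replicate 1 and 22 without IL4-EVs replicate 2.

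Clusters without a gene name held 1676 DEGs higher with MSC-EVs. 5S ribosomal RNA genes rose with MSC-EVs (34 of 70, 45 over the list alone, median 0.514, adjusted p = 0.241 with an estimated correlation) and 0 fell. Small nucleolar RNAs rose as well (20 of 66, 26 over the list alone, median 0.352, 0.0829), with 13 risen and 1 fallen without CTRL replicate 1. Snord16a rose by 1.80 log2 units (SE 0.235, n = 3, adjusted p 0.000835).

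Cholesterol synthesis genes fell with MSC-EVs (9 of 17, 11 over the list alone, 0 risen, median −0.402, adjusted p = 0.382 with an estimated correlation). The count was 4 without CTRL replicate 1, 2 or 3, and without MSC-EVs replicate 3, 9 fell and 1 rose, with a median of −0.307. That array scored −0.5 for the list, where MSC-EVs replicates 1 and 2 scored −0.0143 and −0.00113 and the IL4-EVs arrays 0.0119 to 0.0207. After cyclic loess 4 fell and 1 rose. Fdps changed by −0.45 (SE 0.0812, n = 3, adjusted p 0.00397).

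Of 14 glycolysis genes 6 fell with IL4-EVs (7 over the list alone, where 1 rose; median −0.156, adjusted p = 0.179 with an estimated correlation) and 6 with MSC-EVs (7 over the list alone; median −0.143, 0.155). With IL4-EVs 2 fell without CTRL replicate 1 or 2 or IL4-EVs replicate 1 or 2, and 3 without IL4-EVs replicate 3. Without MSC-EVs replicate 3, 1 rose and 6 fell with each. After cyclic loess 1 rose and 4 fell with MSC-EVs. Pgk1 changed by −0.58 with IL4-EVs (SE 0.0964, n = 3, adjusted p 0.0055) and Tpi1 by −0.61 with MSC-EVs (SE 0.108, adjusted p 0.00381).

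Of 15 stress and unfolded protein genes 5 fell with IL4-EVs (8 over the list alone, median −0.291, adjusted p = 0.141 with an estimated correlation) and 6 with MSC-EVs (7, median −0.315, 0.1). With IL4-EVs 1 fell without CTRL replicate 1 or IL4-EVs replicate 2, and 2 without CTRL replicate 3 or IL4-EVs replicate 3. The count was 3 without CTRL replicate 2, i-EVs replicate 3 or IL4-EVs replicate 1. With MSC-EVs 3 fell without CTRL replicate 1, and 1 rose after quantile normalization again or cyclic loess.

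Of 18 precursor genes 4 rose and 1 fell with IL4-EVs (4 and 1 over the list alone, median 0.0529, adjusted p = 0.126 with an estimated correlation) and with MSC-EVs (5 and 1, median 0.044, 0.0981). With IL4-EVs 2 rose and 0 fell without CTRL replicate 1 or 2 or IL4-EVs replicate 1 or 2, and 2 rose and 1 fell without IL4-EVs replicate 3. With MSC-EVs 4 rose and 0 fell without CTRL replicate 1 or 2 or MSC-EVs replicate 1 or 2. Without MSC-EVs replicate 3, 6 rose and 2 fell with each. Pcdh15 rose (0.54, SE 0.0798, n = 3, adjusted p 0.00313, and 0.76, 0.000412), as did Sox6 (0.41, SE 0.0737, adjusted p 0.0082, and 0.47, 0.002).

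The 181 nuclear OXPHOS and ribosomal protein genes lay at medians of −0.4 with IL4-EVs and −0.447 with MSC-EVs. Microglia genes lay at −0.0349 and −0.0612, where RNA or cells of donor microglia would raise them. Their group means, 2.89 to 5.09 log2 units, lie where changes are compressed. These values argue against a large amount of such RNA or cells and leave a small amount open. A fall of short and rise of long mRNAs of any function, whether made in the cells or in the processing of the RNA, remains a candidate explanation, since the short mRNAs of other functions lay at −0.423 and −0.434. Of 1000 random lists matched on genomic span and mean, 0 and 0 lay as low as the listed genes (lowest −0.328 and −0.318). All of the random lists fell as well, with medians of −0.226 and −0.245 and highest values of −0.147 and −0.181. A trend with transcript length stays open because genomic span is not transcript length. Less proliferation cannot be told apart either, with cell cycle genes at −0.649 and −0.197, the latter carried by MSC-EVs replicate 3, without which it was −0.6265. With the cell cycle level as a covariate the listed genes lay at −0.413 and −0.452 (median SE 0.0913 and 0.0801, 118 and 146 fallen against 137 and 143 without it), and without MSC-EVs replicate 3 at −0.394 and −0.41 with 0 fallen, because the level then nearly follows the groups and the median SE grows from 0.0822 to 0.364 and 0.387.

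In MSC-EVs replicate 3 the cell cycle genes scored 1.24 (from −0.351 to 0.39 in the other 11 arrays) and the committed precursor genes −1.25. A CTRL array under a wrong label is argued against by its very long mRNAs, which scored 0.408 against −0.502 to −0.293 in CTRL. Its OXPHOS genes scored −0.194 against 0.286 to 0.371 in CTRL. Cells of another type are argued against by the markers of microglia, astrocytes, neurons, fibroblasts and endothelium, whose highest score was 0.0248. A small share of such cells could be missed where the markers are dim. A culture that had left the cell cycle later may fit, but no biological explanation was tested because the labels give no difference between the 3 MSC-EVs cultures.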

How the results depend on the processing

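The cell cycle level as a covariate was a test chosen only after the results were seen. The values of the second deposited table left every DEG count the same. Over all results and alternatives, single arrays left out included, DEG counts stayed within 1.5 times in 114 comparisons of values and moved in 102. Gene list results counted as unchanged in 4812, lost the call in 186, gained it in 53 and reversed in 19. Named genes counted as unchanged in 8086, lost the call in 573, gained it in 269 and reversed in 1. A change of sign counted as reversed only where the original or the alternative fit passed. Results counted as unchanged can therefore include changes of sign without a call.

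For IL4-EVs against CTRL the count of 1178 DEGs became 55 with a fold of at least 2, 761 without moderation, 3762 with no fold threshold and 105 with treat, and ran from 645 to 1519 with 1 array left out. For MSC-EVs the 3757 became 911 with a fold of 2, 8267 with no fold threshold, 1777 with treat and 1704 when only clusters with 1 symbol were tested, and stayed between 2784 and 4091 with 1 array left out. The 1005 DEGs shared by the 2 became 41, 3327 and 102 with a fold of 2, no fold threshold and treat, and 645 without moderation, and ran from 534 to 1374 with 1 array left out. A stricter or absent fold threshold changes what is counted, and fewer clusters tested explains the 1704. For the other changes the cause was not tested.

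The 101 DEGs of i-EVs became 205 with array weights, 200 with the covariate, 473 among clusters of a mean of at least 6, 26 with an intensity trend and 10 without moderation. They became 8 with a fold of 2, 312 with no fold threshold, 0 with treat, 287 among clusters with 1 symbol and 0 when only the 2 groups compared were fitted. Those shared with IL4-EVs or MSC-EVs, 98, became 195, 191, 453, 26 and 10, and then 8, 299, 0, 275 and 0, in the same order. With 1 array left out the 2 counts ran from 0 to 712 and from 0 to 634. Fewer arrays in the fit of 2 groups widen the test, and otherwise the cause was not tested. Array weights were lowest for i-EVs replicate 2 (0.442) and MSC-EVs replicate 3 (0.435).

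Between MSC-EVs and i-EVs the 524 DEGs became 168 with array weights, 89 with a fold of 2, 5 without moderation, 952 with no fold threshold, 38 among clusters with 1 symbol, 0 with only the 2 groups and 1 with treat, and ran from 9 to 1362 with 1 array left out. Between MSC-EVs and IL4-EVs the 1 DEG was lost (0) with array weights, a mean of at least 6, an intensity trend, median centring, a fold of 2, no moderation, clusters with 1 symbol, only the 2 groups, quantile normalization again and treat. With the covariate there were 2, and with 1 array left out from 0 to 186, and here again the cause was not tested.

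Protein-coding DEGs with IL4-EVs, 388, became 13, 2109 and 60 with a fold of 2, no fold threshold and treat. With MSC-EVs the 565 became 27 and 2897 with a fold of 2 and no fold threshold. The 22 of i-EVs became 34 with array weights, 56 with the covariate, 43 at a mean of at least 6, 12 with an intensity trend, 9 without moderation, 36 among clusters with 1 symbol and 0 with only the 2 groups. With a fold of 2, no fold threshold and treat they became 0, 156 and 0, and with 1 array left out they ran from 0 to 94, and the cause was not tested.

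With the replicate number as a block, DEGs numbered 341 for i-EVs (327 shared with the other EVs), 1248 for IL4-EVs, 3838 for MSC-EVs, 841 between MSC-EVs and i-EVs, and 0 between MSC-EVs and IL4-EVs, and the cause was not tested. With the block 8 of 74 OXPHOS genes fell with i-EVs, where 1 did without it. In the pairing check 8 of 18 pairs of arrays with the same number correlated above 0.1 after the group means were removed (median 0.0891, from −0.299 to 0.33), and 5 of 12 arrays correlated best with one of their own number.

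Each of the lists fixed here for the paper's themes lost its call with an estimated correlation in camera. That setting does not enter the medians, and the paper's own enrichment was not rerun. With IL4-EVs these were complex I −0.45 (adjusted p 0.0536), complex II −0.53 (0.0645), complex III −0.67 (0.0536), complex IV −0.53 (0.0645), ATP synthase −0.40 (0.0536), citric acid cycle −0.27 (0.0869), mitochondrial ribosomal proteins −0.39 (0.0536), cytosolic ones −0.36 (0.0645), proteasome −0.52 (0.0536) and initiation factors −0.26 (0.179). With MSC-EVs, in the same order, they were −0.49 (0.0829), −0.67 (0.0881), −0.64 (0.0829), −0.55 (0.0853), −0.48 (0.0829), −0.15 (0.241), −0.38 (0.0829), −0.47 (0.0853), −0.42 (0.0881) and −0.31 (0.241). Genes of a list that vary together leave less evidence, which is what the estimate takes into account. Among genes of a mean of at least 6, complex II (−0.53, adjusted p 0.102, and −0.67, 0.134) and the citric acid cycle with MSC-EVs (−0.15, 0.19) also lost the call. The citric acid cycle with MSC-EVs lay at −0.079 (0.566) after quantile normalization again and at −0.038 (0.726) after cyclic loess. The cause was not tested.

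After the arrays were scaled again the medians of all clusters against CTRL lay between −0.0288 and 0.00302 log2 units (−0.00799 to 0.0193 before), while the balance of DEGs changed. With IL4-EVs quantile normalization gave 565 up and 428 down and cyclic loess 587 and 398, with i-EVs 72 and 41 and 103 and 48, and with MSC-EVs cyclic loess gave 2268 and 1152. The cause was not tested.

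With the cell cycle level as a covariate Vim turned to 0.287 with IL4-EVs. Cell cycle genes turned to −0.0097 between MSC-EVs and IL4-EVs and −0.021 between MSC-EVs and i-EVs, histones to −0.0471 between MSC-EVs and IL4-EVs, and committed precursor genes to −0.1552 with IL4-EVs and −0.1944 with i-EVs. The covariate removes the cell cycle level by construction, and for the other lists the cause was not tested. Precursor genes between MSC-EVs and i-EVs turned to 9e-04 after quantile normalization again, and for that too the cause was not tested.

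Leaving out 1 array reversed some list medians. Without MSC-EVs replicate 3 cell cycle genes stood at −0.6265 with MSC-EVs against CTRL (0.0877 without replicate 1), at −0.0459 against IL4-EVs (to 0.7423) and at −0.1335 against i-EVs (to 0.6566). Committed precursor genes ran from −0.3089 without MSC-EVs replicate 1 to 0.2067 without replicate 3 against CTRL, and from −0.48 to 0.0744 against i-EVs. Histones ran from −0.0765 without MSC-EVs replicate 3 to 0.3748 without replicate 1 against IL4-EVs, and from −0.3002 to 0.1292 against i-EVs. Myelin genes ran from −0.0722 to 0.0218 with MSC-EVs. Precursor genes between MSC-EVs and i-EVs ran from −0.0474 without MSC-EVs replicate 2 to 0.0275 without replicate 3, and 5S genes from −0.0029 to 0.2955. Pseudogenes between IL4-EVs and i-EVs ran from −0.1574 without i-EVs replicate 2 to 0.0411 without replicate 1. Short mRNAs between MSC-EVs and IL4-EVs ran from −0.0233 without IL4-EVs replicate 2 to 0.0295 without MSC-EVs replicate 1. The cause was not tested.

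In the tree, all clusters row-scaled put 11 arrays into the branch of CTRL replicate 1, and the cause was not tested. Not run were the removal of a trend with transcript length, the same with GC content, lists matched on transcript length and the graded response after the length trend, because the reference used here gives no transcript lengths. Signal over background limits the dim genes. Only 19.6% to 20.2% of clusters in an array reach 6 log2 units, and microglia genes such as Cd68 (5 in CTRL) lie under that level, where changes are compressed.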

Differences from the paper's values

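At the paper's thresholds, the counts of DEGs, their split into up and down and the regions of the Venn diagram lay within 1.5 times of the paper's for all 3 EV types. Of the 103 DEGs in the paper's table for i-EVs 86 were DEGs here, and of the 1143 for IL4-EVs 1012 were, all in the same direction. Of the 1143, 6 were not found in the deposited table by cluster. Group means in the paper's table differed from those of the deposited values by up to 0.24 log2 units for i-EVs and 0.42 for IL4-EVs.

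Protein-coding DEGs differed. For IL4-EVs the paper's count is 859 and the count here 388, and for MSC-EVs the paper's count is 1889 and the count here 565. Here a DEG counted as protein-coding if its cluster carried 1 symbol with a protein-coding RefSeq entry. None of the alternatives set before the data were examined brought either count to within 1.5 times of the paper's. DEGs that carried 1 symbol of any class, pseudogenes and noncoding genes included, numbered 789 and 1671, which is within 1.5 times of the paper's counts.

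The share of variance on the second axis of the PCA is about 61% in the paper's Fig. 2A, read by eye, and 15.9% here. No alternative to the PCA was set before the data were examined. The 3 shares in the paper's Fig. 2A sum to more than 100%.

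The paper states that IL4-EVs and MSC-EVs raised the expression of genes for inner membrane and ribosomal proteins, and speaks of mitochondrial enhancement. Here 58 of 74 nuclear OXPHOS genes fell and 0 rose with IL4-EVs, and 62 fell and 0 rose with MSC-EVs (1 rose after quantile normalization again or cyclic loess). Of the mitochondrial ribosomal protein genes 55 and 54 of 74 fell, and of the cytosolic ones 24 and 27 of 33. None rose, except 1 cytosolic gene with MSC-EVs after cyclic loess. Without CTRL replicate 1, 31 mitochondrial and 12 cytosolic ribosomal protein genes fell with IL4-EVs. Without IL4-EVs replicate 2 these were 32 and 11. Without IL4-EVs replicate 1 or 3, 36 mitochondrial ones fell, and without CTRL replicate 2, 14 cytosolic ones.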

Other observations

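All counts over other splits of the arrays given here are tests chosen only after the results were seen.

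Of 3 lineage markers that the paper names, Cspg4 rose with MSC-EVs, and Gpr17 and Mbp did not pass with any EV type on these arrays. By qPCR the paper reports Cspg4 and Gpr17 raised by every EV type, and Mbp raised by IL4-EVs and MSC-EVs. The precursor receptor Gpr17, at 17.96 ± 0.097 log2 units in CTRL, changed by 0.04 with i-EVs, 0.15 with IL4-EVs and −0.16 with MSC-EVs (SE 0.175, n = 3; adjusted p 0.957, 0.809 and 0.705). The sign with MSC-EVs rests on replicate 3, without which Gpr17 changed by 0.12 (adjusted p 0.501). Mbp stood at 5.681 ± 0.065 in CTRL and changed by −0.14, 0.02 and −0.23 (adjusted p 0.763, 0.988 and 0.425), and for MSC-EVs by −0.0112 (adjusted p 0.971) without replicate 3. That level is under 6 log2 units, where changes are compressed, so a missing call does not show that Mbp did not respond. Cspg4, the NG2 gene, rose with MSC-EVs (0.79, SE 0.175, adjusted p 0.0112, 0.0785 in a fit of only the 2 groups, and without replicate 3 by 0.53, adjusted p 0.00371), from 9.242 ± 0.049 to 10.04 ± 0.47. With i-EVs and IL4-EVs it changed by 0.40 and 0.32 (adjusted p 0.345 and 0.414). When MSC-EVs replicate 3 was left out it passed with i-EVs (adjusted p 0.0315) and IL4-EVs (0.0283). With IL4-EVs it also passed in a fit of only the 2 groups (0.038), and with the cell cycle level as a covariate with i-EVs (0.0291) and IL4-EVs (0.00465).

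Of the regulators the paper infers, 11 of 12 were measured, and with each of IL4-EVs and MSC-EVs 1 rose and 2 fell (medians 0.0148 and 0.0719; over the list alone 2 rose and 2 fell with MSC-EVs). Zmiz1 rose (0.70, SE 0.0926, n = 3, adjusted p 0.00212, and 0.73, 0.000713). Cdk4 fell (−0.43, SE 0.0721, adjusted p 0.00585, and −0.51, 0.00114). Mapk14 changed by −0.23 with each (adjusted p 0.0462 and 0.0267). That call was lost for IL4-EVs without any single CTRL or IL4-EVs array, i-EVs replicate 1 or 3 or MSC-EVs replicate 1 or 2, leaving 1 fallen regulator, and for MSC-EVs without any single CTRL array or MSC-EVs replicate 1 or 2. With MSC-EVs 2 rose without MSC-EVs replicate 2, and 3 after quantile normalization again or cyclic loess. Taf1 (0.14 and 0.27), Yy1 (−0.14 and −0.19), Csnk2a1 (0.13 and 0.13), Cdk1 (−0.87 and −0.48) and Creb1 (−0.19 and −0.15) did not pass. Without MSC-EVs replicate 3, where Cdk1 stood at 10.6 against 9.05 and 9.07 in the other 2, Cdk1 fell with IL4-EVs (adjusted p 0.000875) and MSC-EVs (−1.0049, adjusted p 0.000569), and it passed with i-EVs too (−0.66, adjusted p 0.0135). With IL4-EVs Cdk1 also passed with array weights (adjusted p 0.0237) and in a fit of only the 2 groups (0.00521), and with MSC-EVs when the cell cycle level was a covariate (−0.378, adjusted p 0.00544).

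Cell cycle genes lay at −0.649 with IL4-EVs, with 1 of 27 fallen (1 over the list alone, 0 risen), and at −0.197 with MSC-EVs, with 0 changed in limma. At unadjusted p under 0.05, 13 fell with IL4-EVs, and 3 rose and 3 fell with MSC-EVs. Camera gave adjusted p = 0.000578 and 0.948, and 0.62 for IL4-EVs with an estimated correlation. When MSC-EVs replicate 3 was left out, 24 fell and 1 rose with IL4-EVs and 24 fell and 2 rose with MSC-EVs. With IL4-EVs 2 fell without MSC-EVs replicate 1 and 0 without CTRL replicate 1 or 2 or IL4-EVs replicate 1, 2 or 3, and with MSC-EVs 1 rose without MSC-EVs replicate 2. Between MSC-EVs and IL4-EVs all 27 lay above 0 and 0 passed in limma (0 also at unadjusted p under 0.05; median 0.476). That direction rests on MSC-EVs replicate 3, which scored 1.24, while MSC-EVs replicates 1 and 2 scored −0.351 and −0.316 and the IL4-EVs arrays −0.341 to −0.262, and without it the median was −0.0459.

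Histone genes lay at −0.635 with IL4-EVs (6 of 25 fell, 22 over the list alone) and −0.515 with MSC-EVs (5 fell, 9 over the list alone), and 0 rose. With an estimated correlation adjusted p was 0.278 and 0.588. H2ac21 changed by −1.11 and −1.15 (SE 0.181, n = 3, adjusted p 0.00484 and 0.002) and H1f2 by −1.02 and −0.73 (SE 0.159, adjusted p 0.00398 and 0.0107). With IL4-EVs 2 fell without any single CTRL or IL4-EVs array, 3 without i-EVs replicate 2 or 3, 10 without MSC-EVs replicate 1 and 20 without MSC-EVs replicate 3. With MSC-EVs 2 fell without CTRL replicate 1 or 2 or MSC-EVs replicate 1 or 2, 3 without CTRL replicate 3 or any IL4-EVs array, and 23 without MSC-EVs replicate 3. After cyclic loess 3 fell with each.

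Of 21 myelin genes 0 passed with IL4-EVs and 0 with MSC-EVs in limma (1 and 1 at unadjusted p under 0.05; medians 0.0155 and −0.0203), but 3 rose with each without MSC-EVs replicate 3, and 1 rose with MSC-EVs after quantile normalization again or cyclic loess. Of 15 committed precursor genes 0 passed with IL4-EVs in limma (1 up and 1 down at unadjusted p under 0.05, median 0.212) and 1 fell with MSC-EVs (0 over the list alone, median −0.197). The 1 became 0 without any single CTRL or IL4-EVs array, i-EVs replicate 1 or 3 or MSC-EVs replicate 1, and after median centring or cyclic loess. Leaving out MSC-EVs replicate 3, 5 rose and 1 fell with IL4-EVs and 3 rose with MSC-EVs. In that array Gpr17 stood at 17.3 (17.8 to 18.2 in the others), Tcf7l2 at 7.91 (8.49 to 9.13), Sox10 at 13.9 (14.6 to 15) and Cspg4 at 10.6 (9.19 to 9.84).

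Markers of other cells lay near 0. With IL4-EVs and MSC-EVs 1 and 1 of 18 microglia genes fell, medians −0.0349 and −0.0612, the dim Lyz2 changing by −0.55 and −0.52 (SE 0.0951, n = 3, adjusted p 0.0066 and 0.00442). Of 11 astrocyte genes 2 fell with IL4-EVs and 1 rose and 1 fell with MSC-EVs (1 and 2 over the list alone; medians −0.0423 and −0.075). With IL4-EVs 0 fell without CTRL replicate 1 or 2 or IL4-EVs replicate 1 or 2, or after cyclic loess, and 1 without CTRL replicate 3 or IL4-EVs replicate 3. With MSC-EVs the fall was lost without any other array than MSC-EVs replicate 3 and the rise without CTRL replicate 1 or 2 or MSC-EVs replicate 3, the last of which left 2 fallen.

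Of 16 neuron genes 1 rose and 2 fell with each (medians 0.00258 and −0.0647; with MSC-EVs 1 and 3 over the list alone). With IL4-EVs the rise was lost without any other array than MSC-EVs replicate 1, 2 or 3. There 1 fell without CTRL replicate 1 or 2, i-EVs replicate 1 or 3, any single IL4-EVs array or MSC-EVs replicate 1. With MSC-EVs 0 rose without CTRL replicate 1 or 3, and 1 fell without CTRL replicate 1. Leaving out MSC-EVs replicate 3, 2 rose and 3 fell with each. After cyclic loess 1 rose and 1 fell with IL4-EVs and 3 rose and 2 fell with MSC-EVs, and after quantile normalization again 3 rose and 3 fell with MSC-EVs.

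Of 13 fibroblast genes 0 passed with IL4-EVs in limma (1 up and 1 down at unadjusted p under 0.05, and 1 fallen without MSC-EVs replicate 3) and 1 rose and 1 fell with MSC-EVs (1 and 2 over the list alone; medians 0.0185 and −0.0584). With MSC-EVs 0 passed without CTRL replicate 1 or 3 or MSC-EVs replicate 3, and only the fall was left without CTRL replicate 2, i-EVs replicate 1, any single IL4-EVs array or MSC-EVs replicate 2. Of 8 endothelial genes 0 and 0 passed in limma (0 and 0 at unadjusted p under 0.05; medians −0.0086 and −0.0257).

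Genes of inflammatory signaling gave 0 calls in limma with IL4-EVs and MSC-EVs for interferon (23 genes, medians 0.00938 and −0.0261), NF-kappaB (18, 0.00683 and −0.0277) and alternative activation (8, 0.0661 and −0.0288). At unadjusted p under 0.05 there were 2 and 2, 0 and 1, and 0 and 0. Without IL4-EVs replicate 3, 1 interferon gene fell with each, without MSC-EVs replicate 2, 1 NF-kappaB gene fell with MSC-EVs, and after quantile normalization again 2 interferon genes fell with MSC-EVs. Of 14 immediate early and heat shock genes 1 fell with each (−0.0888 and −0.0592). The call was lost with IL4-EVs without any single CTRL array or IL4-EVs replicate 2 or 3, and with MSC-EVs without CTRL replicate 2 or MSC-EVs replicate 1. Without MSC-EVs replicate 3, 2 fell with MSC-EVs, and after cyclic loess 1 rose with MSC-EVs and 0 fell with either. Of the tRNAs of mitochondrial DNA only mt-Tk was measured (1.01 and 0.60, adjusted p 0.102 and 0.304).

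With IL4-EVs 5 of 66 small nucleolar RNAs rose (6 over the list alone, median 0.168), among them Snord111 (1.35, SE 0.229, n = 3, adjusted p 0.00577). The 5 became 1 without CTRL replicate 1 or IL4-EVs replicate 2, 3 without CTRL replicate 2 and 2 without IL4-EVs replicate 1. Of 70 5S genes 0 rose with IL4-EVs in limma (27 at unadjusted p under 0.05, median 0.234), but 27 did after quantile normalization again and 26 after cyclic loess. Of 17 cholesterol synthesis genes 2 fell with IL4-EVs (5 over the list alone, where 1 rose, median −0.261). These became 0 without CTRL replicate 1 or IL4-EVs replicate 2 or 3, 1 without CTRL replicate 2 or 3, i-EVs replicate 3, IL4-EVs replicate 1 or MSC-EVs replicate 2, and 6 with 1 risen without MSC-EVs replicate 3. After median centring or quantile normalization again 1 fell, and after cyclic loess 1 rose and 1 fell.

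With i-EVs the medians of these lists lay on the same side of CTRL as with IL4-EVs and MSC-EVs. Of the mitochondrial ribosomal protein genes 4 fell (45 over the list alone, median −0.23), of the cytosolic ones 3 (22, −0.261), of the proteasome 3 (24, −0.274) and of the pseudogenes 16 (132, −0.434). Of the very long mRNAs 3 rose (28 over the list alone, 0.314), and of the small nucleolar RNAs 4 (24, 0.254). All of these counts became 0 without any single CTRL or IL4-EVs array or i-EVs replicate 2 or 3. Without i-EVs replicate 1 the first 5 became 10, 11, 11, 99 and 5. Without MSC-EVs replicate 3 they became 12, 6, 12, 58, 16 and 9. Without MSC-EVs replicate 1 there were 2 mitochondrial and 1 cytosolic ribosomal protein genes, 5 pseudogenes and 0 very long mRNAs, and without MSC-EVs replicate 2, 1 cytosolic gene and 9 pseudogenes. Very long mRNAs risen were 1 after median centring, 10 after quantile normalization again and 14 after cyclic loess, and small nucleolar RNAs 2 after median centring. After quantile normalization again 2 mitochondrial and 0 cytosolic ribosomal protein genes fell, and 1 proteasome gene fell there and after cyclic loess. Of the 5S genes 26 rose under both scalings, against 0 before them. Among clusters of a mean of at least 6 the counts were 24, 13, 19, 94, 22 and 14 in the order of the lists, and 26 for 5S genes.

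The arrays of 2 groups make 10 splits, which are too few for a share under 0.05. For i-EVs, IL4-EVs and MSC-EVs against CTRL the real counts of DEGs were 101, 1178 and 3757 and the highest of the other splits 1, 0 and 0. In each case 1 split, the real one, had a count as large. Between MSC-EVs and i-EVs they were 524 and 1, between MSC-EVs and IL4-EVs 1 and 0, and between IL4-EVs and i-EVs 0 and 0, so that all 10 splits were as large. For OXPHOS genes changed one way the real counts were 58 and 62 with IL4-EVs and MSC-EVs, for mitochondrial ribosomal protein genes 55 and 54 and for cytosolic ones 24 and 27, with 0 in every other split.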
